# A positive feedback loop between mTORC1 and cathelicidin promotes skin inflammation in rosacea

**DOI:** 10.15252/emmm.202013560

**Published:** 2021-03-18

**Authors:** Zhili Deng, Mengting Chen, Yingzi Liu, San Xu, Yuyan Ouyang, Wei Shi, Dan Jian, Ben Wang, Fangfen Liu, Jinmao Li, Qian Shi, Qinqin Peng, Ke Sha, Wenqin Xiao, Tangxiele Liu, Yiya Zhang, Hongbing Zhang, Qian Wang, Lunquan Sun, Hongfu Xie, Ji Li

**Keywords:** LL37, mTOR, Rapamycin, rosacea, skin inflammation, Immunology, Skin

## Abstract

Rosacea is a chronic inflammatory skin disorder whose pathogenesis is unclear. Here, several lines of evidence were provided to demonstrate that mTORC1 signaling is hyperactivated in the skin, especially in the epidermis, of both rosacea patients and a mouse model of rosacea‐like skin inflammation. Both mTORC1 deletion in epithelium and inhibition by its specific inhibitors can block the development of rosacea‐like skin inflammation in LL37‐induced rosacea‐like mouse model. Conversely, hyperactivation of mTORC1 signaling aggravated rosacea‐like features. Mechanistically, mTORC1 regulates cathelicidin through a positive feedback loop, in which cathelicidin LL37 activates mTORC1 signaling by binding to Toll‐like receptor 2 (TLR2) and thus in turn increases the expression of cathelicidin itself in keratinocytes. Moreover, excess cathelicidin LL37 induces both NF‐κB activation and disease‐characteristic cytokine and chemokine production possibly via mTORC1 signaling. Topical application of rapamycin improved clinical symptoms in rosacea patients, suggesting mTORC1 inhibition can serve as a novel therapeutic avenue for rosacea.

**The paper explained**

**Problem**

Rosacea is a common chronic inflammatory skin disorder of uncertain etiology. It mainly occurs in the central face, which greatly affects the quality of life, and is associated with multiple systemic diseases (such as cancer). Although this cutaneous syndrome has been described centuries ago, its pathophysiological mechanism remains unclear. Multiple therapies have been used for the management of rosacea, including oral tetracycline and isotretinoin, topical application of azelaic acid, metronidazole, and vascular lasers. However, no specific therapeutic target has been defined, and most therapies are unsatisfactorily symptom‐based treatments.

**Results**

Our study demonstrates that mTORC1 signaling is hyperactivated in the skin of rosacea patients. Ablation or specific inhibition of mTORC1 blocked the development of rosacea‐like skin inflammation in a rosacea mouse model. Conversely, hyperactivation of mTORC1 signaling aggravated rosacea‐like features. Mechanistically, mTORC1 signaling regulates cathelicidin in keratinocytes through a positive feedback loop, in which cathelicidin LL37 activates mTORC1 signaling by binding to Toll‐like receptor 2 (TLR2), which in turn increases the expression of cathelicidin itself. Moreover, excess cathelicidin LL37 induces both NF‐κB activation and disease‐characteristic cytokines and chemokines via mTORC1 signaling. Importantly, topical application of rapamycin significantly improved rosacea symptoms in patients.

**Impact**

Our data suggest an essential role for mTORC1 signaling in the pathogenesis of rosacea and reveal a promising therapeutic target for rosacea treatment.

## Introduction

Rosacea is well established as a commonly chronic inflammatory skin disease featured by erythema, telangiectasia, papules, pustules, edema, or a combination of these symptoms, generally affecting the central face (Xie *et al,* 2017; van Zuuren, 2017; Deng *et al,* 2018). Epidemiologic studies of Caucasian populations showed that its prevalence has been 10% or higher (Steinhoff *et al,* 2011; van Zuuren, 2017). Although this cutaneous syndrome has been described centuries ago, the pathophysiological mechanisms remain ambiguous. Multiple therapies have been used for the management of rosacea, including oral tetracycline and isotretinoin, and topical application of azelaic acid, metronidazole, and vascular lasers (van Zuuren, 2017). However, due to specific therapeutic target has not been defined to be essential for the development of rosacea, most therapies are unsatisfactorily symptom‐based treatments.

Epidemiological investigation suggests a genetic component for this disease, but no rosacea genes have been identified yet. Clinical and histopathological features indicate a dysregulation of cutaneous vascular, nervous, and immune systems in rosacea (Schwab *et al,* 2011; Steinhoff *et al,* 2011; Steinhoff *et al,* 2013). Though the knowledge about rosacea pathogenesis is still very limited, conventional consensus is that aberrantly excess production of cathelicidin is a hallmark of rosacea (Yamasaki *et al,* 2007; Yamasaki & Gallo, 2011). It has been recently assumed that responding to environmental rosacea triggers (such as heat, spicy food, UV, physical or chemical stimuli, and microbes), the pattern recognition receptors including Toll‐like receptors (TLRs) are activated, followed by antimicrobial peptides (mainly the cathelicidin in the skin) or chemokine and cytokine production (Yamasaki *et al,* 2011; Buhl *et al,* 2015). Patients with rosacea have an increase in both cathelicidin and kallikrein 5 (KLK5, the serine protease that can cleave cathelicidin precursor protein into the active form), leading to the generation of the pro‐inflammatory forms of antimicrobial peptide (e.g., LL37) (Yamasaki *et al,* 2007; Morizane *et al,* 2010). In addition to its antimicrobial activity, LL37 can trigger a series of inflammatory processes (Schauber & Gallo, 2009; Gerber *et al,* 2011; Muto *et al,* 2014). In a mouse model, intradermal injection of human cathelicidin LL37 can induce an inflammatory response with rosacea‐like phenotypes (Yamasaki *et al,* 2007). However, the regulatory mechanisms of abnormal over‐production of cathelicidin LL37 and its subsequent actions remain largely undefined.

The mammalian target of rapamycin (mTOR) is a serine/threonine protein kinase involved in integrating a series of signals, ranging from nutrients and energy status to cellular stressors and cytokines, to regulate many fundamental cell processes in mammals (Laplante & Sabatini, 2012; Deng *et al,* 2015). mTOR binds with other proteins to form two different complexes, i.e., rapamycin‐sensitive mTOR complex 1 (mTORC1) and rapamycin‐insensitive mTOR complex 2 (mTORC2). mTORC1 consists of RAPTOR (regulatory‐associated protein of mTOR), mLST8, PRAS40, DEPTOR, and mTOR. The heterodimer containing tuberous sclerosis 1 (TSC1) and TSC2 is a pivotal upstream regulator, which negatively regulates mTORC1 (Gan & DePinho, 2009; Russell *et al,* 2011). So far, protein synthesis is the best‐identified process controlled by mTORC1. mTORC1 signaling phosphorylates S6 kinase 1 (S6K1) and the translational regulators eukaryotic translation initiation factor 4E (eIF4E)‐binding protein 1 (4E‐BP1), which in turn contribute to protein synthesis. In the immune system, mTOR signaling is emerging as an essential modulator of immune function due to its role in sensing and integrating signals from the surrounding microenvironment (Powell *et al,* 2012). Previous studies have demonstrated that mTOR signaling plays a roles in the pathogenesis of various cutaneous disorders, such as psoriasis (Buerger *et al,* 2013; Varshney & Saini, 2018) and atopic dermatitis (Naeem *et al,* 2017). Until now, however, there has been no proof of the direct connection between mTOR signaling and rosacea development.

Here, we focus on addressing the role of mTOR signaling in the pathogenesis of rosacea. We report that mTORC1 signaling is hyperactivated in both rosacea patients and mouse models. Functionally, both mTORC1 ablation and pharmacological inhibition by its specific inhibitors restrained the development of rosacea in an LL37‐induced rosacea‐like mouse model. On the contrary, hyperactivation of mTORC1 signaling in TSC2^+/−^ mice exacerbated rosacea development. Furthermore, we revealed a positive feedback circuit between mTORC1 signaling and cathelicidin, in which LL37 activates mTORC1 signaling by binding to Toll‐like receptor 2 (TLR2), which in turn enhances the expression of cathelicidin. Subsequently, cathelicidin LL37 derived from this loop stimulates NF‐κB signaling and cytokine and chemokine production which are key factors associated with rosacea development probably through mTORC1 signaling. Finally, our pilot clinical study showed that topical application of rapamycin had a significant curative effect on rosacea patients. Collectively, these findings suggest a pivotal role for mTORC1 signaling in the pathogenesis of rosacea and reveal a potential therapeutic target for rosacea treatment.

## Results

### mTORC1 signaling is hyperactivated in rosacea

To explore the pathogenesis of rosacea, we first defined the transcriptional signatures of facial skin from patients with rosacea and healthy individuals (HS). To this end, we performed RNA‐sequencing on lesional skin biopsies from the central face of 10 rosacea patients and normal skin biopsies from the similar site of 10 HS. We identified 4,417 differentially expressed genes (DEGs) between rosacea and HS (*P* < 0.05 and |log_2_ (fold change)| > 1), of which 2,149 genes were upregulated and 2,268 genes were downregulated in rosacea (Fig 1A and B; the entire list of DEGs is provided in Table EV1). Hierarchical clustering analysis demonstrated that rosacea skin samples can be significantly distinguished from HS (Fig 1A). Gene set enrichment analysis (GSEA) revealed 42 core KEGG terms (*P* < 0.05, FDR < 0.25) were enriched in rosacea (Table EV2). In consideration of the important role of the inflammatory response in the development of rosacea, we payed attention to the related KEGG pathways, among which mTOR signaling pathway was highlighted (Fig 1C and D), indicating that this pathway might be involved in the pathogenesis of rosacea.

**Figure 1:**
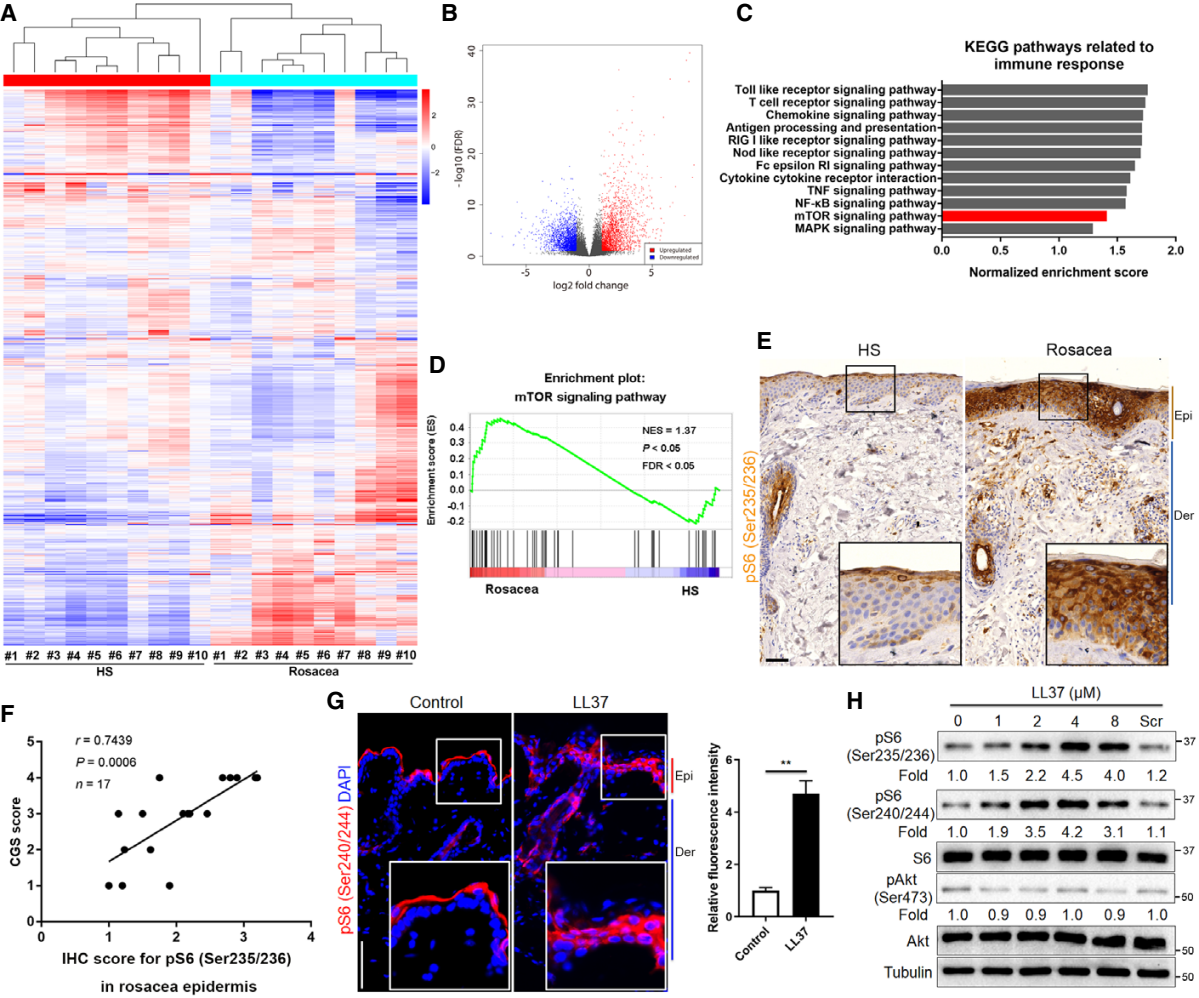
mTORC1 signaling is hyperactivated in skin lesions of rosacea Heatmap of differentially regulated transcripts between HS and rosacea as determined by RNA‐sequencing of whole skin lesions (*P* < 0.05). HS, skin biopsies from healthy individuals; Rosacea, skin biopsies from patients with rosacea. Blue color denotes low FPKM expression; red, high FPKM expression.Volcano plot of differentially regulated genes between HS and rosacea. The red dots show the significantly upregulated genes; blue dots, significantly downregulated genes (*P* < 0.05).Top‐ranked upregulated KEGG terms related to immune responses in genes that were differentially regulated between rosacea and HS samples revealed through gene set enrichment analysis (GSEA).GSEA on RNA‐sequencing data from rosacea versus HS skin samples shows enrichment for mTOR signaling pathway in rosacea. NES, normal enrichment score; FDR, false discovery rate; FDR value < 0.05 was considered significant. Significance was calculated by permutation test.Immunohistochemistry (IHC) of pS6 (Ser235/236) on skin sections from HS and rosacea. Higher magnified images of boxed areas are shown at the bottom right of lower magnified images for each group. Epi, epidermis; Der, dermis. Scale bar: 50 μm.Correlation of pS6 (Ser235/236) expression (from IHC) in the epidermis of human rosacea lesions (*n* = 17) with the Clinician's Global Severity (CGS) scores. Spearman's correlation coefficient was used for the correlation analysis (two‐tailed).Immunostaining of pS6 (Ser240/244) in skin lesions from control and LL37‐induced mice. Bottom right panels, magnified images of boxed areas. DAPI staining (blue) indicates nuclear localization. Scale bar: 50 μm. Right panel, the quantification of relative fluorescence intensity for pS6 (Ser240/244) in control and LL37 group (*n* = 5 for each group). Data represent the mean ± SEM. **P < 0.01. Two‐tailed unpaired Student's *t*‐test was used.Immunoblotting of pS6 (Ser235/236 and Ser240/244), total S6, pAkt (Ser473), and total Akt in cell lysates from primary human keratinocytes treated with different doses of LL37 (0–8 μM) and scramble LL37 (8 μM) for 2 h. Scr, scramble LL37. pS6 and pAkt protein levels were analyzed relative to total S6 and Akt, respectively. Tubulin is the loading control. Data (H) are representative of at least three independent experiments.

To determine whether mTOR signaling plays a role in the development of rosacea, we detected the expression of pS6, the phosphorylated form of the mTORC1 downstream molecule S6 (Wendel *et al,* 2004), in skin samples from rosacea and HS, or patients with other facial inflammatory skin diseases of similar symptoms. Immunohistochemistry (IHC) results showed that all specimens from rosacea patients exhibited abundant cytoplasmic localization of pS6 in both epidermis and some infiltrating cells, whereas HS showed minimal activity of pS6 (Fig 1E and Appendix Fig S1A). Furthermore, our data showed a positive correlation between the pS6 expression levels in the epidermis and the Clinician's Global Severity (CGS) scores in rosacea patients (Fig 1F and Appendix Fig S1B). Immunoblot analysis also showed that mTORC1 signaling was dramatically upregulated in the lesional skin of rosacea patients, which was not directly correlated with an increase in mTOR protein levels (Appendix Fig S1C). Given that TSC1 and TSC2 are critical upstream negative regulators of mTORC1 (Russell *et al,* 2011), we detected their expression levels and showed that *TSC2,* rather than *TSC1,* was significantly decreased in rosacea (Appendix Fig S1D). Although pS6 expression was throughout the epidermis and some infiltrating cells in the dermis of rosacea patients, cytoplasmic localization of pS6 was only limited to superficial layers of the epidermis, hair sheath, and few infiltrating cells in the dermis or around the hair follicles in acne vulgaris or eosinophilic folliculitis skins (Appendix Fig S1E). Similarly, lupus erythematosus skin only showed mild pS6 expression in the epidermis and part of infiltrating cells (Appendix Fig S1F). In the meantime, we also detected the expression of p‐Akt (Ser473), the phosphorylated form of Akt directly activated by mTORC2 through phosphorylating its hydrophobic motif (Ser473) (Sarbassov *et al,* 2005). By immunostaining, we demonstrated that only epidermis showed weak activity of p‐Akt (Ser473), and there was no significant difference between rosacea and HS (Appendix Fig S1G).

Besides, we established a cathelicidin LL37‐induced rosacea‐like skin inflammation mouse model, which resembles the human disease phenotypes according to previously published studies (Yamasaki *et al,* 2007; Muto *et al,* 2014; Mascarenhas *et al,* 2017). As expected, the LL37‐treated mice developed typical rosacea‐like skin lesions with obvious clinical and pathological changes (Appendix Fig S1H). Consistent with the results in humans, mouse skin injected with LL37 showed an increase of pS6 in both epidermis and part of infiltrating cells compared with control mice (Fig 1G and Appendix Fig S1I), but there was no statistically significant difference in the expression of p‐Akt (Ser473) between the two groups (Appendix Fig S1J). Since cathelicidin LL37 can activate mTORC1 signaling in epidermis of rosacea mouse model, we wondered whether it could stimulate mTORC1 in keratinocytes *in vitro*. By immunoblot, we demonstrated that LL37 activated mTORC1 signaling rather than mTORC2 signaling in a dose‐dependent manner in primary human keratinocytes (Fig 1H). The above data suggested that mTORC2 signaling may not be involved in the development of rosacea. Thus, we focused on mTORC1 signaling thereafter.

Since external triggers, including heat and spicy food, can exacerbate the development of rosacea (Steinhoff *et al,* 2011; Gallo *et al,* 2018), we wondered whether these triggers could activate mTORC1 signaling in epithelial cells. To determine the effects of heat shock on mTORC1 signaling in primary human keratinocytes, we treated cells with heat shock (37, 42, 44 and 46°C) in the circulating water bath and detected the phosphorylation level of S6. To be mentioned, most of the cells died within 24 h at 46°C. By immunoblotting, we found heat shock (> 37°C) remarkably increased the phosphorylation level of S6 in (Appendix Fig S1K). Likewise, we found that mouse skin topically applied with capsaicin, another rosacea trigger factor, displayed hyperactivation of mTORC1 signaling in epithelial cells (Appendix Fig S1L).

Collectively, these data demonstrated that mTORC1, rather than mTORC2, is hyperactivated in the lesional skin of rosacea.

### Both genetic ablation and pharmacological inhibition of mTORC1 signaling block rosacea development

To determine the functional relevance of mTORC1 signaling in the development of rosacea, raptor was inducibly deleted in adult skin epithelium by crossing *raptor (fl*/*fl)*‐floxed mice (Sengupta *et al,* 2010) with *K14‐Cre^TM^* mice (Sengupta *et al,* 2010). Offsprings from matings of *K14‐Cre^TM^*/ *raptor (fl*/+*)* mice yielded litters of the expected numbers, genotype, and mendelian ratio. Tamoxifen (TM) was intraperitoneally injected to induce cre‐dependent recombination in *K14‐Cre^TM^*/ *raptor (fl*/*fl)* mice, which were indistinguishable from wild‐type (WT) mice (also including *raptor (fl*/+*), raptor (fl*/*fl), K14‐Cre^TM^*/ *raptor (fl*/+*), and K14‐Cre^TM^*/ *raptor (*+/+) mice). Six weeks after birth, the mice were intraperitoneally injected with TM for continuous 5 days. Ten days after TM injection, we shaved the mice and injected cathelicidin LL37 intradermally into WT and *K14‐Cre^TM^*/*raptor (fl*/*fl)* mice treated with TM (*Raptor* cKO; Fig 2A), and then compared the resulting rosacea‐like features of *Raptor* cKO mice with age‐ and sex‐matched WT mice treated with TM. By raptor and pS6 immunostaining, we confirmed that mTORC1 signaling was abolished in the epithelium of *Raptor* cKO mice (Fig 2B and Appendix Fig S2A). Our results showed that 12 h after last LL37 injection, WT mice exhibited obvious rosacea‐like dermatitis, whereas *Raptor* cKO mice were unable to develop typical rosacea‐like features (Fig 2C). Histological and RT–qPCR analysis showed that the inflammatory cell infiltration in the dermis and disease‐characteristic factors were also dramatically improved in *Raptor* cKO mice compared with WT mice (Fig 2D–F).

**Figure 2:**
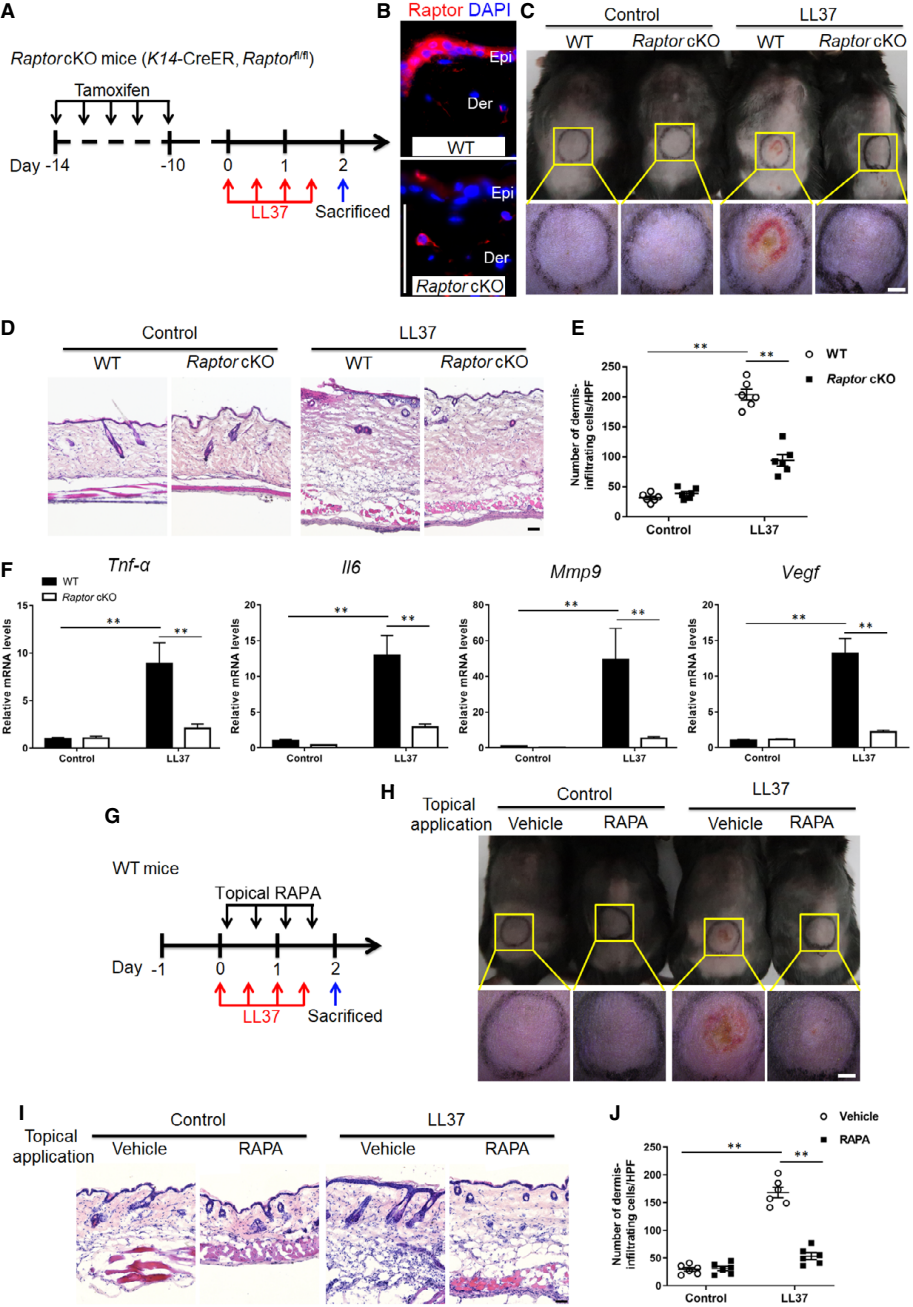
Both conditional deletion and pharmacological inhibition of mTORC1 block rosacea development Schematic diagram of intraperitoneal administration of tamoxifen (TM) for continuous 5 days before intradermal injection of LL37 in mice (*Raptor* cKO and WT mice). Mice were sacrificed on day 2 to conduct subsequent experiments. The mouse experiments were repeated for three times, and 5–8 mice were included in each group for each time. The results of a representative mouse experiment were displayed.Immunostaining of Raptor in skin sections from WT and *Raptor* cKO mice. Epi, epidermis. Der, dermis. Scale bar: 50 μm.The back skins of WT and *Raptor* cKO mice were intradermally injected with LL37 or control vehicle (*n* = 6 for each group). Images were taken 48 h after the first LL37 administration. Below panels, magnified pictures of yellow boxed areas. Scale bar: 2 mm.HE staining of lesional skin sections from WT and *Raptor* cKO mice injected with LL37 or control vehicle (*n* = 6 for each group). Scale bar: 50 μm.Dermal infiltrating cells were quantified (*n* = 6 for each group) for each high power field (HPF).The mRNA expression levels of *Tnf‐α*, *Il6, Mmp9,* and *Vegf* in skin lesions (*n* = 6 for each group).Schematic diagram of topical application of rapamycin (RAPA) after LL37 injection in mice (BALB/c). Mice were sacrificed on day 2 to conduct subsequent experiments. The mouse experiments were repeated for three times, and 4–6 mice were included in each group for each time. The results of a representative mouse experiment were showed.The back skins of LL37‐injected mice topically applied with RAPA (*n* = 6 for each group). Images were taken 48 h after the first LL37 injection. Bottom panels, magnified images of yellow boxed areas. Scale bar: 2 mm.HE staining of lesional skin sections from LL37 or control mice topically applied with RAPA or vehicle. Scale bar: 50 μm.Dermal infiltrating cells were quantified (*n* = 6 for each group). Data represent the mean ± SEM. **P < 0.01. One‐way ANOVA with Bonferroni's *post hoc* test was used.

In addition, we intraperitoneally injected mTORC1‐specific inhibitor, rapamycin (RAPA), to investigate the inhibitory effect of RAPA on disease development (Appendix Fig S2B). As expected, RAPA significantly inhibited the activation of mTORC1 signaling (Appendix Fig S2C) and greatly improved rosacea‐like dermatitis (Appendix Fig S2D). Also, the dermal infiltration and rosacea‐associated genes expression were significantly reduced after RAPA treatment (Appendix Fig S2E–G). We confirmed our observations by using another mTOR inhibitor torin 1 (Francipane & Lagasse, 2013), which also showed an inhibitory effect on rosacea development (Appendix Fig S2H). Furthermore, we attempted to evaluate the potential of topical application of mTORC1 signaling‐based therapy for rosacea. To this end, we prepared rapamycin ointment and topically applied it onto the injected site after LL37 injection (Fig 2G). We found that topical rapamycin treatment significantly improved the rosacea‐like phenotypes and reduced infiltrating inflammatory cells in the dermis (Fig 2H–J). Taken together, these results demonstrated that mTORC1 deletion in epithelium or inhibition of mTORC1 signaling *in vivo* can prevent the pathological changes of rosacea and effectively alleviate disease development, suggesting a novel therapeutic strategy for rosacea.

### Hyperactivation of mTORC1 signaling aggravates the development of rosacea

To further clarify the role of mTORC1 signaling in rosacea development, we employed *TSC2* heterozygous (*TSC2* ^+/−^) mice, which exhibit mTORC1 hyperactivation compared with age‐ and sex‐matched WT, namely *TSC2* ^+/+^ mice (Onda *et al,* 1999; Valvezan *et al,* 2017). We injected cathelicidin LL37 intradermally into *TSC2* ^+/−^ mice and compared the resulting inflammation with *TSC2* ^+/+^ (WT) mice. First, by pS6 immunostaining we verified that mTORC1 was indeed hyperactivated in *TSC2* ^+/−^ mice as well as in WT mice injected with LL37 (Appendix Fig S3). Our observation showed that 12 h after first injection, *TSC2* ^+/−^ mice had developed significant rosacea‐like phenotypes, whereas *TSC2* ^+/+^ (WT) mice did not display obvious rosacea‐like features until 48 h after the first injection which was consistent with previous description (Fig 3A). Moreover, the average redness area and score at 12 and 48 h were significantly increased in *TSC2* ^+/−^ mice (Fig 3B and C). After termination of LL37 injection, the rosacea‐like dermatitis was remarkably improved in WT mice at day 8, but these clinical manifestations sustained in *TSC2* ^+/−^ mice until day 12 (Fig 3A–C). At day 2, the peak of rosacea‐like changes, we found the dermal infiltrating cells were significantly increased in both *TSC2* ^+/−^ and WT mice injected with LL37, which was more evident in the dermis of *TSC2* ^+/−^ mice (Fig 3D and E). These results demonstrated that hyperactivation of mTORC1 signaling promotes and aggravates the development of rosacea.

**Figure 3:**
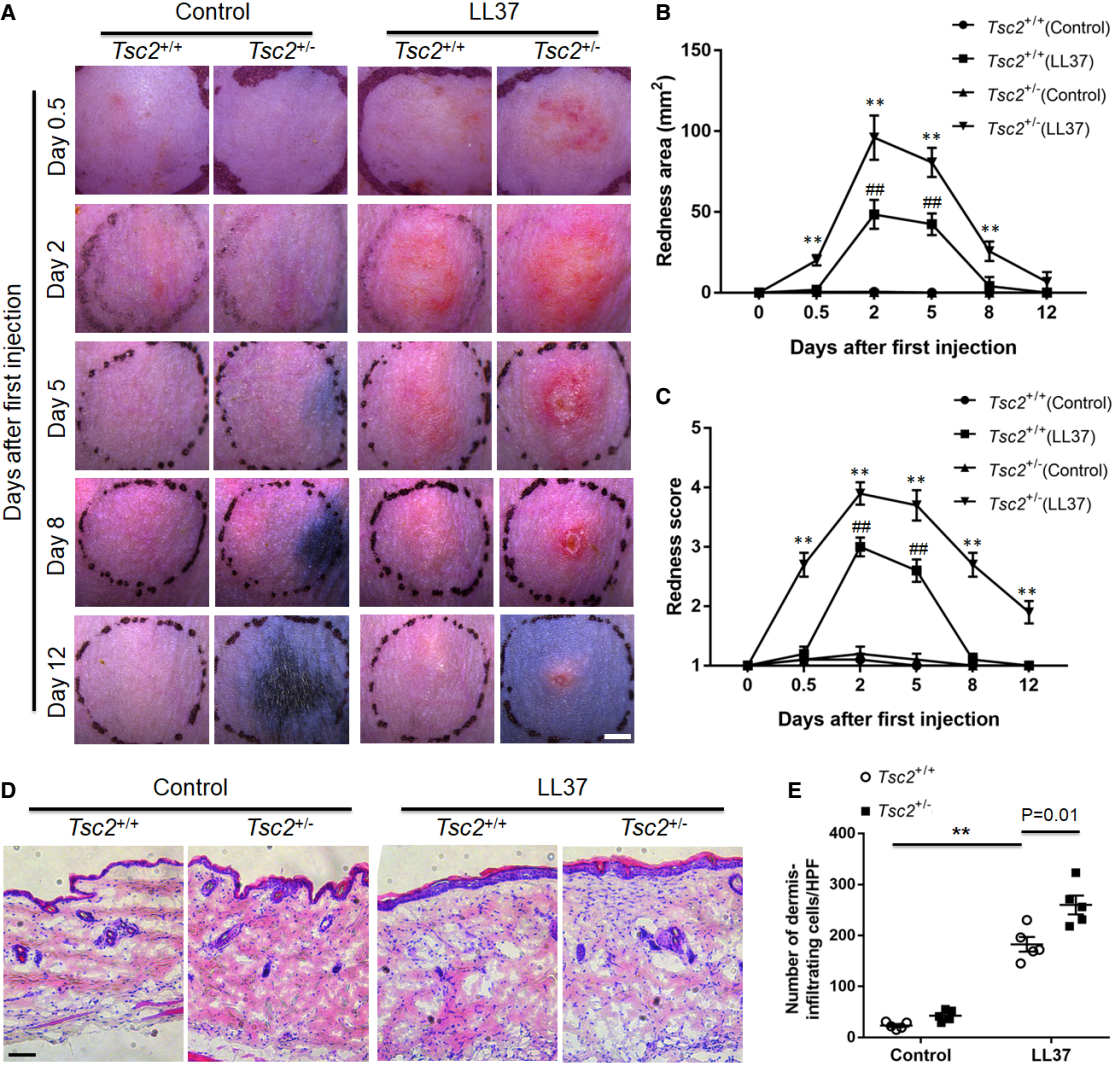
Hyperactivation of mTORC1 accelerates rosacea development AThe back skins of WT (*Tsc2* ^+/+^) and *Tsc2* ^+/−^ mice were intradermally injected with LL37 or control vehicle (*n* = 5 for each group). Pictures were taken on days 0.5, 2, 5, 8, and 12 after the first LL37 injection. The mouse experiments were repeated for three times, and five mice were included in each group for each time. The results of a representative mouse experiment were displayed. Scale bar: 2 mm.B, CThe severity of the rosacea‐like phenotypes was evaluated with the redness area (B) and score (C) (*n* = 5 for each group). **P < 0.01, comparison between *Tsc2* ^+/−^ (LL37) and *Tsc2* ^+/+^ (LL37) group. ^##^ *P* < 0.01, comparison between *Tsc2* ^+/+^ (LL37) and *Tsc2* ^+/+^ (Control).DHE staining of lesional skin sections from *Tsc2* ^+/+^ and *Tsc2* ^+/−^ mice injected with LL37 or control vehicle (*n* = 5 for each group). Scale bar: 50 μm.EDermal infiltrating cells were quantified (*n* = 5 for each group). Data represent the mean ± SEM. **P < 0.01. One‐way ANOVA with Bonferroni's *post hoc* test was used.

### mTORC1 signaling regulates cathelicidin through a positive feedback circuit in keratinocytes

Abnormally increased expression of cathelicidin in the epidermis is a hallmark of rosacea (Yamasaki *et al,* 2007; Schwab *et al,* 2011; Yamasaki *et al,* 2011). To determine whether hyperactivation of mTORC1 signaling contributes to the over‐production of cathelicidin in rosacea pathogenesis, we first confirmed the increased expression of cathelicidin in the lesional skin of rosacea patients at mRNA levels (Fig 4A). Then by immunostaining, we demonstrated that cathelicidin was highly expressed in rosacea and colocalized with increased pS6 in the epidermis. By contrast, cathelicidin and pS6 were much less abundant and only localized superficially in healthy skin (Fig 4B). Consistent with the results in humans, mice exposed to LL37 expressed significantly higher levels of cathelicidin in the epidermis, which was dramatically reversed in *Raptor* cKO mice (Fig 4C and D). Moreover, mTOR inhibitor, rapamycin, also attenuated the increased expression of cathelicidin in LL37‐induced rosacea‐like mouse skin (Appendix Fig S4A and B).

**Figure 4:**
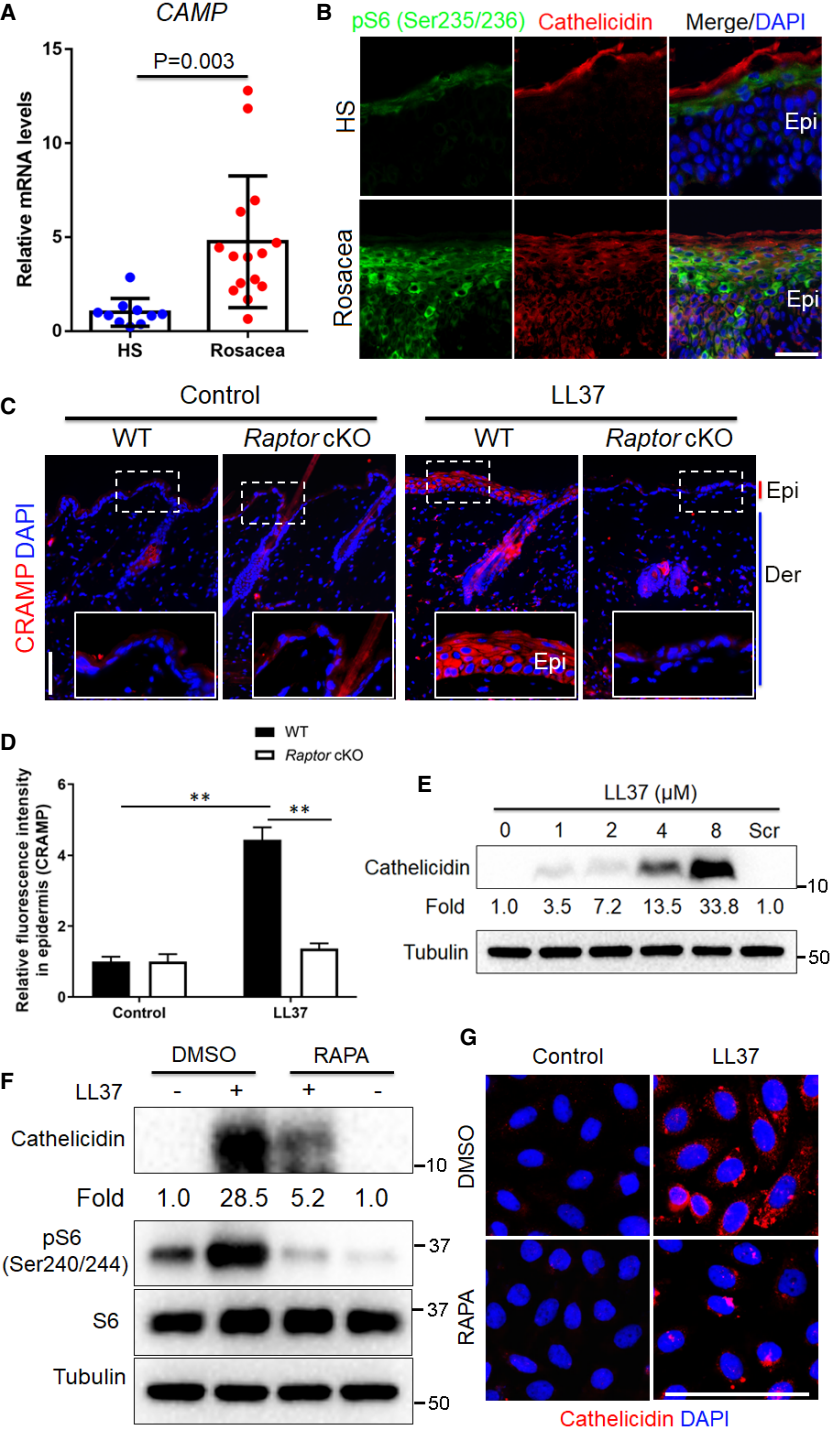
mTORC1 regulates cathelicidin LL37 via a positive feedback loop in keratinocytes The mRNA expression level of human cathelicidin (*CAMP*) in skin lesions from healthy individuals (*n* = 10) and patients with rosacea (*n* = 15).Co‐immunostaining of cathelicidin and pS6 on skin sections from HS and rosacea. Scale bar, 50 μm. Epi, epidermis.Immunostaining of mouse cathelicidin (CRAMP) in skin sections from WT and *Raptor* cKO mice injected with LL37 or control vehicle (*n* = 6 for each group). Bottom right panels, magnified images of dotted line areas. Epi, epidermis; Der, dermis; Scale bar: 50 μm.Quantification of relative fluorescence intensity for CRAMP in epidermis (*n* = 6).Immunoblotting of cathelicidin in cell lysates from primary human keratinocytes treated with different doses of LL37 (0–8 μM) and scramble LL37 (8 μM) for 24 h. Cathelicidin protein levels were analyzed.Immunoblot analysis of cathelicidin and pS6 in cell lysates from primary human keratinocytes treated with LL37 (4 μM) ± RAPA for 24 h. Cathelicidin protein levels were analyzed.Immunostaining of cathelicidin in HaCaT keratinocytes treated with LL37 (4 μM) ± RAPA for 24 h. DAPI staining (blue) indicates nuclear localization. Scale bar: 50 μm. All results are representative of at least three independent experiments. Data represent the mean ± SEM. **P < 0.01. Two‐tailed unpaired Student's *t*‐test (A) or 1‐way ANOVA with Bonferroni's *post hoc* test (D) was used.

To further explore the regulatory relationship between cathelicidin LL37 and mTORC1 signaling, we treated primary human keratinocytes with different doses of LL37 (0, 1, 2, 4, 8 µM) and scrambled LL37 (8 µM). Intriguingly, consistent with the increased mTORC1 activity (Fig 1H), LL37 also stimulated the production of cathelicidin in a concentration‐dependent manner (Fig 4E). These results indicate that LL37 may promote the expression of its precursor protein cathelicidin via activating mTORC1 in keratinocytes. To further verify this hypothesis, we pre‐treated keratinocytes to abolish mTORC1 and then stimulated cells with LL37. Immunoblot analysis showed that inhibition of mTORC1 significantly suppressed the increased expression of cathelicidin after LL37 exposure at protein level (Fig 4F and Appendix Fig S4C), which was further confirmed by immunostaining (Fig 4G and Appendix Fig S4C). Collectively, these data reveal a positive feedback loop between mTORC1 signaling and cathelicidin in keratinocytes.

### Cathelicidin LL37 activates mTORC1 signaling by binding to Toll‐like receptor 2 in keratinocytes

To gain insight into the molecular mechanisms by which LL37 activates mTORC1 signaling, keratinocytes were incubated with FITC‐conjugated LL37 or scrambled LL37 and a red fluorescent dye, PKH26, which mainly binds to the cell membrane (Pasto *et al,* 2012). Then, the live cells were monitored using a fluorescence microscope. We found that LL37, rather than scrambled LL37, was localized to the cell membrane of keratinocytes (Fig 5A and B; Appendix Fig S5A and B), which reminded us that LL37 might activate mTORC1 through binding to the membrane receptors. TLR2, a membrane receptor expressed on the surface of certain cells and able to recognize foreign substances and transfer proper signals to the local cells, is aberrantly increased in the epidermis of rosacea patients (Yamasaki *et al,* 2011; Liu *et al,* 2014), which parallels the hyperactivation of mTORC1 signaling. Therefore, we speculated that LL37 might activate mTORC1 signaling via binding to TLR2. To verify this hypothesis, we performed lentiviral shRNA‐mediated gene knockdown experiments to knockdown TLR2 and then treated keratinocytes with LL37. We found that LL37 routinely increased S6 phosphorylation, but this increase was abolished in TLR2‐deficient cells (Fig 5C). On the contrary, the increased phosphorylation of S6 induced by LL37 was further enhanced in TLR2‐overexpressing cells (Fig 5D). As expected, deficiency of TLR2 greatly abrogated the binding of LL37 to the live keratinocyte cells (Fig 5E and Appendix Fig S5C). To further investigate whether LL37 regulates mTORC1 activation by binding to TLR2, we performed co‐immunoprecipitation (Co‐IP) experiments. We first generated LL37 and scrambled LL37 both tagged with flag sequence (namely LL37‐flag and sLL37‐flag) *in vitro* (Appendix Fig S5D). Consistently, by immunoblot we showed that LL37‐flag, rather than sLL37‐flag, could activate mTORC1 signaling (Appendix Fig S5E). Then, the reciprocal immunoprecipitation analysis confirmed the interaction between LL37 and TLR2 (Fig 5F and G; Appendix Fig S5F and G). Taken together, these results support the hypothesis that cathelicidin LL37 activates mTORC1 signaling by binding to TLR2 in keratinocytes.

**Figure 5:**
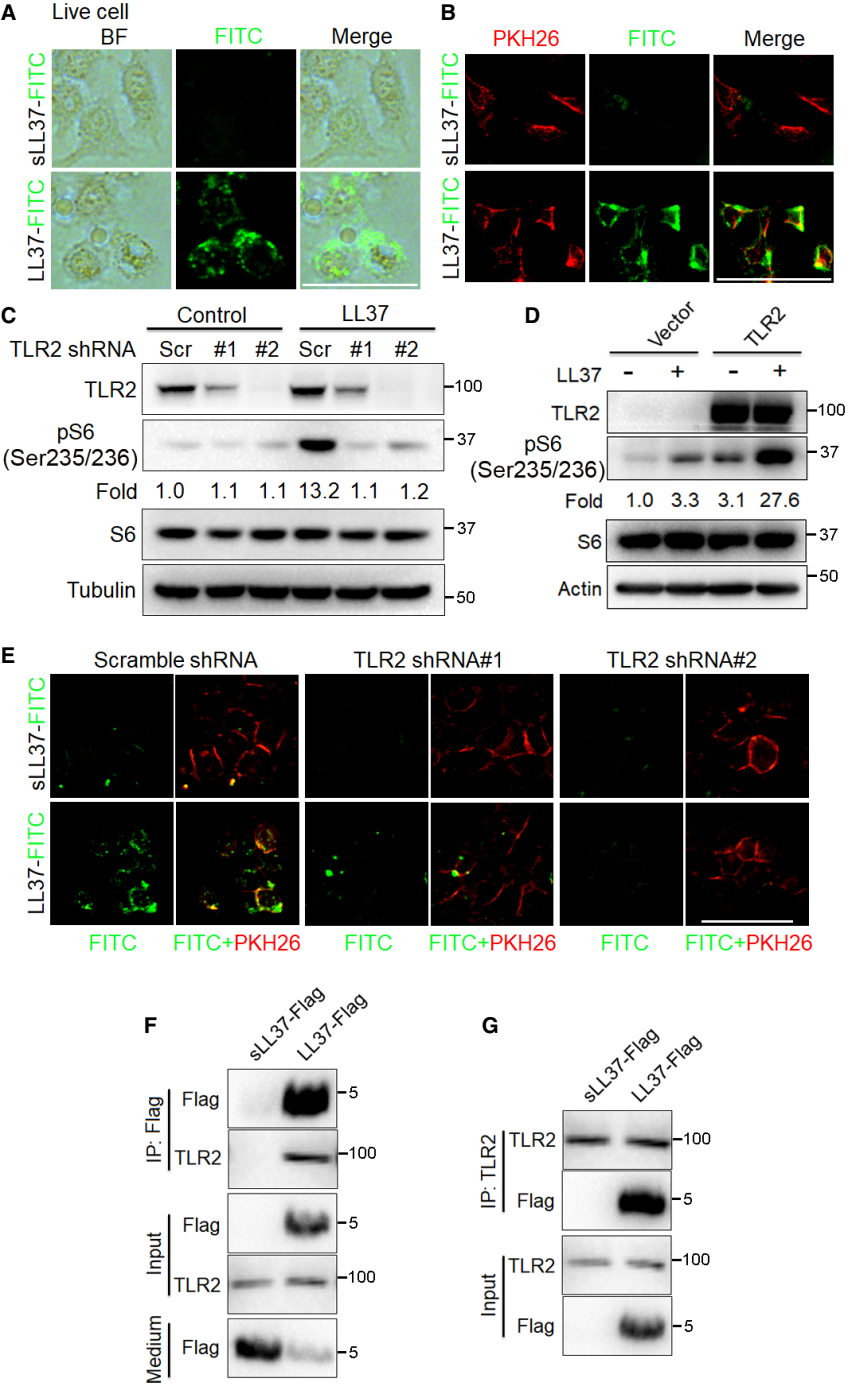
Cathelicidin LL37 activates mTORC1 through binding to TLR2 in keratinocytes ARepresentative images showing cellular localization of LL37 or sLL37 analyzed by fluorescent microscope in live primary human keratinocytes treated with FITC‐labeled LL37 or sLL37 (4 μM) for 30 min followed by PBS wash. BF, bright field. Scale bar: 50 μm.BRepresentative images showing membrane localization of LL37 or sLL37 in live primary human keratinocytes treated with FITC‐labeled LL37 / sLL37 and PKH26 for 30 min. Scale bar: 50 μm.CImmunoblotting analysis of TLR2 and pS6 in cell lysates from HaCaT keratinocytes carrying either a vector expressing a scramble shRNA or TLR2 shRNAs was exposed to LL37 (4 μM) for 2 h. pS6 protein levels were analyzed relative to total S6 (fold change).DImmunoblot analysis of TLR2 and pS6 in cell lysates from HaCaT keratinocytes carrying either a vector expressing TLR2 or an empty vector was exposed to LL37 (4 μM) for 2 h. pS6 protein levels were analyzed relative to total S6. Tubulin or actin was used as the loading control.EPrimary human keratinocytes expressing TLR2 shRNAs or scramble shRNA were treated with FITC‐labeled LL37 or sLL37 ± PKH26 for 30 min followed by PBS wash, and then, live cells were analyzed by fluorescent microscope. Scale bar: 50 μm.F, GPrimary human keratinocytes were incubated with sLL37‐flag or LL37‐flag for 1 h. Cell lysates were immunoprecipitated with anti‐flag or anti‐TLR2 antibodies, showing an interaction between LL37 and TLR2. Medium, the medium of primary human keratinocytes treated with sLL37‐flag or LL37‐flag. All results are representative of at least three independent experiments.

### Cathelicidin LL37 induces NF‐κB activation and rosacea‐associated chemokine and cytokine production

To further investigate the molecular mechanisms by which mTORC1 signaling initiates rosacea formation, we performed RNA‐sequencing on skins from control and LL37‐injected mice treated with or without RAPA. 

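Skin was sequenced from 4 groups of BALB/c mice, namely control mice and LL37-injected mice, each given vehicle or rapamycin (RAPA), an inhibitor of the kinase complex mTORC1. Each group held 3 independent biological samples, with 1 library per sample, and neither the labels nor the paper name a sequencing batch. In this model, 40 μl of LL37 (the active peptide of human cathelicidin) at 320 μM or control vehicle was injected intradermally into the back skin over 2 days. BALB/c mice received RAPA intraperitoneally at 4 mg/kg per day, although the paper's text does not name the route for the sequenced mice. The authors assigned paired-end reads to genes with HTSeq 0.6.0 and deposited the raw counts by Ensembl gene identifier, without normalization. The paper's text names neither the aligner nor the genome build. The coordinates of 1785 of the 1998 genes of Table EV3 at hand equal those of GENCODE M21 on the mouse build GRCm38, which gives the gene names and positions used here. Of the 52636 genes listed, 52403 had a symbol in that release.

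Between 15734559 and 23271784 reads per library were counted on genes, with a median of 19364707 in control mice, 20611956 in control mice given RAPA, 18396738 in LL37 mice and 20606186 in LL37 mice given RAPA. The 10 genes with the most counts took between 5.52 and 8.63% of a library. At this depth, a floor of 3 counts corresponds to between 0.129 and 0.191 CPM (counts scaled to a common library total). The floor covers counting error only, since reads without molecular identifiers are not independent molecules. Counts were normalized with edgeR's TMM method, and the 17993 genes that passed its filter on low counts were fitted in all 12 libraries together. Between pairs of libraries of one group, the mean chi-square per gene ranged from 13.7 to 69.7, where a library deposited more than once would give about 1 or less, and the highest value was that of LL37 replicates 2 and 3. The first principal component of log2 CPM held 68.3% of the variance. Control mice scored from -62.6 to -50.2 on it, control mice given RAPA from -70.6 to -63.0 and LL37 mice given RAPA from 0.527 to 29.8. LL37 replicates 1 and 2 scored 133 and 129, whereas LL37 replicate 3 scored 64.4.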

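DEGs were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 in edgeR's quasi-likelihood test. LL37 and control mice differed in 3516 DEGs, of which 1570 were higher and 1946 lower in LL37 skin, a balance that changed with normalization by library size only (1765 of 3503 higher). LL37 mice and LL37 mice given RAPA differed in 1823 DEGs, of which 779 were higher and 1044 lower in the skin without RAPA. The libraries of the compared groups did not overlap in 3383 and 1704 of these DEGs, respectively. Over all tested genes, 49.7% and 38.3% did not overlap, where chance gives 10%. Dropping the limit on the fold change moved both counts most, to 7668 and 4359. With each library left out in turn, between 3006 and 4287 DEGs were called in the first comparison and between 1104 and 2727 in the second.

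Among genes whose libraries did not overlap, Car9 had the smallest p-value of those higher in LL37 skin than in control skin. Car9 (ENSMUSG00000028463), a carbonic anhydrase gene on chromosome 4 from 43506966 to 43513729, overlaps Gm12454 on the other strand. It stood at 20.0 ± 0.985 CPM (SD, n = 3) in LL37 skin, 2.14 ± 0.539 in control skin and 3.93 ± 0.776 in LL37 skin given RAPA. Its log2 fold change was 3.22 (standard error 0.21, adjusted p = 1.38e-06, edgeR) against control and 2.34 (standard error 0.20, adjusted p = 0.000332, edgeR) against LL37 + RAPA. AB124611 and Ero1l followed, with log2 fold changes of 2.42 and 2.44 against control. Prkaa2 (ENSMUSG00000028518), which encodes a catalytic subunit of the kinase AMPK on chromosome 4 from 105029874 to 105109890, had the smallest p-value of the lower genes. It fell from 51.5 ± 6.82 CPM (SD, n = 3) in control skin to 4.35 ± 0.337 in LL37 skin, a log2 fold change of -3.56 (standard error 0.13, adjusted p = 9.87e-08, edgeR). Gmpr and Sec31b followed, with log2 fold changes of -3.84 and -3.40, and Sec31b overlaps Gm20538 on the same strand. In LL37 + RAPA vs control, Prkaa2, Gmpr and Sec31b were also lower DEGs, with log2 fold changes of -2.60, -3.32 and -2.15. Muscle content fell in LL37 skin as well (below). Counts of whole skin do not separate that loss from lower expression of these genes per cell.

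Sprr2a2, which overlaps its paralog Sprr2a1 on the same strand, had a log2 fold change of 6.54 in LL37 skin against LL37 + RAPA. All control libraries were at or under the floor for Sprr2a2, so its level in LL37 skin was at least 90.9-fold higher than in control skin. Ces1d (ENSMUSG00000056973), a carboxylesterase gene on chromosome 8 from 93166068 to 93197838 that overlaps Gm45909 on the same strand, was lower in LL37 skin than in LL37 + RAPA skin. Its level was 35.3 ± 5.29 CPM (SD, n = 3) in LL37 skin and 113 ± 3.92 with RAPA, a log2 fold change of -1.68 (standard error 0.12, adjusted p = 0.000323, edgeR). 5730409E04Rik and Adig were also lower, with log2 fold changes of -1.07 and -1.35.

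The first 5 genes of Table EV3 were lower in LL37 than in control skin, with log2 fold changes of -4.22 for Tpm2, -8.07 for Rpl3l, -7.85 for Scn4b, -3.73 for Ptp4a3 (which overlaps Gm22106 on the same strand) and -4.51 for Adssl1. A list of 59 skeletal muscle genes was compiled by hand before the counts were examined. Its test was set because the opening of Table EV3, made from these same libraries, showed lower muscle genes. The test is therefore not independent of that table. The list took 6.56 ± 1.11% (SD, n = 3) of the counts in control skin and 0.0769 ± 0.0795% in LL37 skin (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The share was 0.837 ± 0.300% (SD, n = 3) in LL37 skin given RAPA and 6.82 ± 1.81% in control skin given RAPA.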

We identified 6,384 differentially expressed genes (DEGs) between LL37 and control mice (namely LL37 vs control), and 3,818 DEGs between LL37 mice and LL37 mice treated with RAPA (LL37 vs LL37 + RAPA; *P* < 0.05 and |log_2_ (fold change)| > 1; Fig 6A; Tables EV3 and EV4). There were a large number of DEGs (*n* = 2,965) shared between these two comparisons, indicating that inhibition of mTORC1 could significantly reverse the molecular changes in the skin of LL37‐induced rosacea‐like mouse model (Fig 6B). 

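The comparisons shared 1477 DEGs, where independent draws from the 17993 tested genes give 356. The same LL37 libraries enter both comparisons, so they are not independent. The shared DEGs were 42.0% of those between LL37 and control mice and 81.0% of those between LL37 mice and LL37 mice given RAPA. RAPA moved 1475 of the shared DEGs back toward the control level, of which 642 were higher in LL37 skin and lowered by RAPA and 833 were lower and raised by RAPA. The other 2 moved further from control. Other groupings drawn from these libraries that kept the LL37 libraries together gave 1485, 1450 and 1420 shared DEGs, and all of them moved back. The direction of the shared DEGs thus follows largely from the LL37 libraries in both comparisons. By itself it does not show a return toward control. Of all DEGs between LL37 and control mice, 3373 (95.9%) had a log2 fold change of the same direction against LL37 + RAPA, whether or not it passed the threshold. The LL37 libraries enter this percentage as well, and its value without an effect of RAPA was not computed. The median share of the LL37 change left with RAPA was 44.7% over the DEGs between LL37 and control mice and 21.8% over the shared DEGs.

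LL37 mice given RAPA differed from control mice in 1168 DEGs, of which 386 were higher and 782 lower in LL37 + RAPA skin (edgeR, the same threshold). Of the DEGs between LL37 and control mice, 1022 were also DEGs in this comparison in the same direction, 335 of them shared DEGs. Between control mice with and without RAPA, 0 DEGs were called, and 1556 genes had an unadjusted p-value under 0.05. The effect of RAPA differed between LL37-injected and control skin in 429 genes in edgeR's test of the interaction. The test took the log2 difference of skin without RAPA over skin with RAPA, in LL37 skin minus control skin. It was higher in 117 genes and lower in 312. In the lower genes, RAPA raised expression more, or reduced it less, in LL37 skin than in control skin. The number of 429 depended on single libraries, with 2 genes without LL37+RAPA replicate 1 and 1760 without LL37 replicate 3. An effect of RAPA that depends on LL37 is therefore a hypothesis that these libraries leave open.

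The first 5 genes of Table EV4 were Lep, Mmp12, Ccl8, Ms4a7 and Tdh. Ms4a7 (ENSMUSG00000024672), on chromosome 19 from 11321039 to 11336146, encodes a membrane protein of the MS4A family. It stood at 51.7 ± 10.3 CPM (SD, n = 3) in LL37 skin, 5.99 ± 1.52 in LL37 skin given RAPA and 9.77 ± 3.52 in control skin. Its log2 fold change was 3.11 (standard error 0.28, adjusted p = 0.000332, edgeR) against LL37 + RAPA and 2.40 (standard error 0.27, adjusted p = 4.6e-05, edgeR) against control. Ccl8 and Tdh were also DEGs in both comparisons, with log2 fold changes of 3.63 and 3.80 against LL37 + RAPA and 3.36 and 2.90 against control. Lep and Mmp12 were lower in LL37 skin than in LL37 + RAPA skin, by log2 fold changes of -4.39 and -3.04. Against control they were not DEGs, with log2 fold changes of -1.71 (adjusted p = 0.0914, edgeR) and -0.71 (adjusted p = 0.391, edgeR). Both were higher DEGs in LL37 + RAPA vs control, by 2.68 (adjusted p = 0.025, edgeR) and 2.33 (adjusted p = 0.0271, edgeR). In LL37 skin given RAPA, Lep and Mmp12 thus stood above the control level rather than at it. In control + RAPA skin they stood at 29.5 ± 30.4 and 36.85 ± 35.7 CPM (SD, n = 3), against 8.70 ± 5.75 and 14.4 ± 8.91 in control skin. These log2 fold changes of 1.77 and 1.35 were not DEGs. Whether RAPA raises both genes without LL37 is therefore left open.

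**Figure D1:**
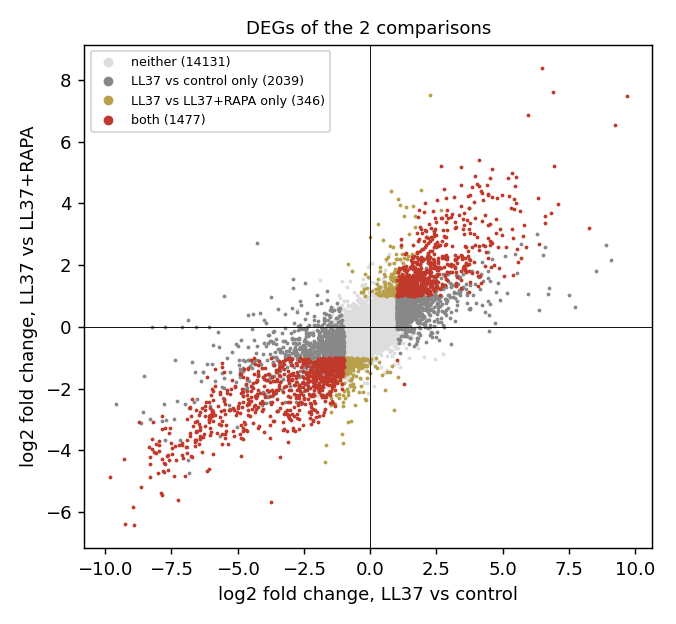
Each point is 1 of the 17993 tested genes, plotted by its log2 fold change in LL37 vs control (x axis) and in LL37 vs LL37 + RAPA (y axis), with 3 libraries per group. DEGs of both comparisons (1477, red), of LL37 vs control only (2039, dark gray) and of LL37 vs LL37 + RAPA only (346, ochre) are colored, and 1475 of the red points lie where both log2 fold changes have the same sign.

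From the number of shared DEGs, the paper proposes that inhibition of mTORC1 could reverse the molecular changes in the skin of this mouse model (Fig 6B).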

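KEGG terms were not analysed here. A list of 103 genes of the NF-κB pathway, written by hand before the counts were examined, was tested instead, of which 99 genes were expressed above the filter. Genes were ranked by log2 fold change and tested with fgsea, which permutes genes, with Benjamini-Hochberg adjustment over 15 hand-written lists in both comparisons. The normalized enrichment score (NES) of the list was 2.34 in LL37 vs control (adjusted p = 2.73e-10, fgsea permutation) and 2.21 in LL37 vs LL37 + RAPA (adjusted p = 2.32e-08, fgsea permutation). By NES the list ranked 5 and 6 among the 15 lists. Of its 99 genes, 79 were higher in LL37 skin than in control skin, and 32 DEGs were higher and 3 lower. Against LL37 + RAPA, 82 genes were higher in LL37 skin, and 15 DEGs were higher and 1 lower. An adjusted p-value under 0.05 was reached by 62 and 35 genes with adjustment over all tested genes, and by 64 and 44 with adjustment over the list alone. In LL37 + RAPA vs control the NES was 1.91 (adjusted p = 1.55e-05 over the 15 lists in 3 further comparisons, fgsea permutation). In camera, a limma test that allows for correlation between genes, with the correlation estimated from the data (0.143), the adjusted p was 0.212 in both comparisons. No list passed this test in either comparison, the skeletal muscle list included (adjusted p = 0.212, limma camera, with 54 of 56 genes lower DEGs against control), so it does not set the NF-κB list apart from the others. A smaller Reactome set on NF-κB activation by TAK1 (22 genes) did not pass the threshold in fgsea, with NES of 1.25 (adjusted p = 0.218, fgsea permutation) and 1.46 (adjusted p = 0.0923, fgsea permutation).

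The NF-κB family genes changed by less than the fold change limit. Nfkb2 (ENSMUSG00000025225), on chromosome 19 from 46304320 to 46312385, stood at 132 ± 32.5 CPM (SD, n = 3) in LL37 skin, 73.7 ± 2.72 in control skin and 90.5 ± 9.92 in LL37 skin given RAPA. Its log2 fold change was 0.84 (standard error 0.16, adjusted p = 0.00134, edgeR) against control and 0.54 (standard error 0.16, adjusted p = 0.0275, edgeR) against LL37 + RAPA. Nfkb1, which overlaps Gm43430 on the same strand, had log2 fold changes of 0.65 (adjusted p = 0.00283, edgeR) and 0.30 (adjusted p = 0.133, edgeR). Those of Rela were 0.35 (adjusted p = 0.031, edgeR) and 0.12 (adjusted p = 0.487, edgeR). Those of Relb were 0.60 (adjusted p = 0.0402, edgeR) and 0.38 (adjusted p = 0.215, edgeR).

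Genes that NF-κB induces changed more, with a wider spread between mice. Il1a (ENSMUSG00000027399), on chromosome 2 from 129299610 to 129309972, stood at 20.6 ± 10.0 CPM (SD, n = 3) in LL37 skin, 8.29 ± 0.597 in control skin and 7.96 ± 0.590 with RAPA. Its log2 fold change was 1.31 (standard error 0.27, adjusted p = 0.00221, edgeR) against control and 1.37 (standard error 0.27, adjusted p = 0.00521, edgeR) against LL37 + RAPA. Without LL37 replicate 1 these were 0.86 and 0.92, under the limit. Il1b (ENSMUSG00000027398), on chromosome 2 from 129364570 to 129371139, stood at 181 ± 144 CPM (SD, n = 3), 7.35 ± 10.9 and 9.61 ± 7.01 in the same groups. Its log2 fold changes were 4.62 (standard error 1.35, adjusted p = 0.0167, edgeR) and 4.22 (standard error 1.31, adjusted p = 0.0372, edgeR). Tnf (ENSMUSG00000024401), on chromosome 17 from 35199381 to 35202007, had log2 fold changes of 2.18 (standard error 0.56, adjusted p = 0.00831, edgeR) and 2.23 (standard error 0.55, adjusted p = 0.0151, edgeR). Cxcl2 had log2 fold changes of 4.99 (standard error 1.43, adjusted p = 0.0149, edgeR) and 4.28 (standard error 1.36, adjusted p = 0.0407, edgeR). Under alternative analyses, Il1b and Cxcl2 each passed the threshold in 11 of 14 against control and in 8 of 14 against LL37 + RAPA, and Tnf in 13 of 15 against LL37 + RAPA. The libraries overlapped for Il1b and Tnf against control and for Cxcl2 against LL37 + RAPA. Tnfsf14 and Tnfsf11 were DEGs against control, Tnfsf14 with a log2 fold change of 5.16 and Tnfsf11, at the floor in control skin, at least 12.9-fold higher in LL37 skin. Neither was a DEG against LL37 + RAPA, with log2 fold changes of 1.10 (adjusted p = 0.184, edgeR) and 2.28 (adjusted p = 0.0573, edgeR).

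**Figure D2:**
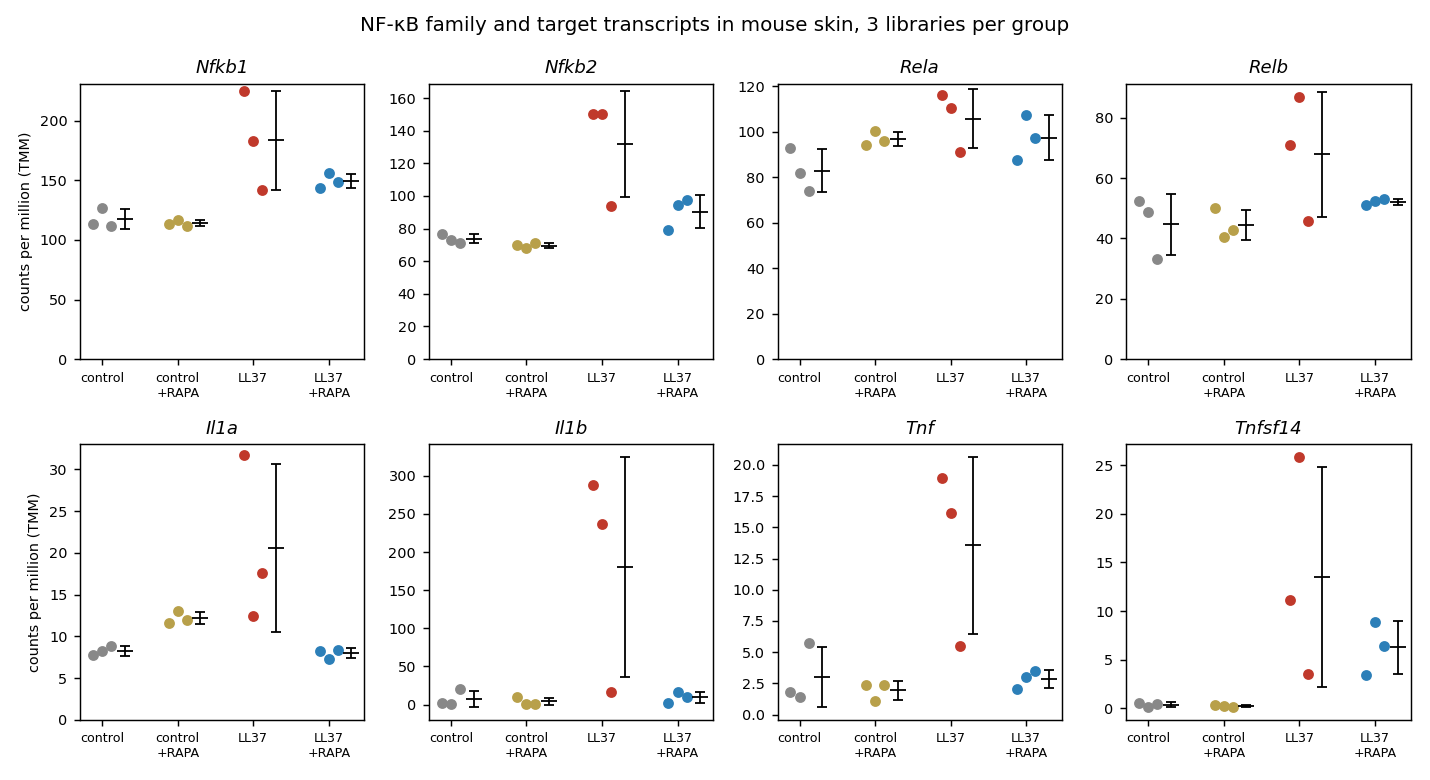
TMM-normalized CPM (y axis of each panel) of NF-κB family genes and target genes in control, control + RAPA, LL37 and LL37 + RAPA skin. Points are the 3 libraries of a group, and the bar beside them is their mean ± SD; mean Il1b is 181 CPM in LL37 skin and 9.61 CPM with RAPA, while the LL37 points spread over an SD of 144 CPM.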

Gene set enrichment analysis (GSEA) revealed that NF‐κB signaling pathway, which plays an important role in the regulation of chronic inflammation (Vallabhapurapu & Karin, 2009; Taniguchi & Karin, 2018), was the top‐ranked KEGG term enriched in LL37‐injected mouse skin, which was dramatically suppressed via mTORC1 inhibition (Fig 6C and D; Tables EV5 and EV6).

**Figure 6:**
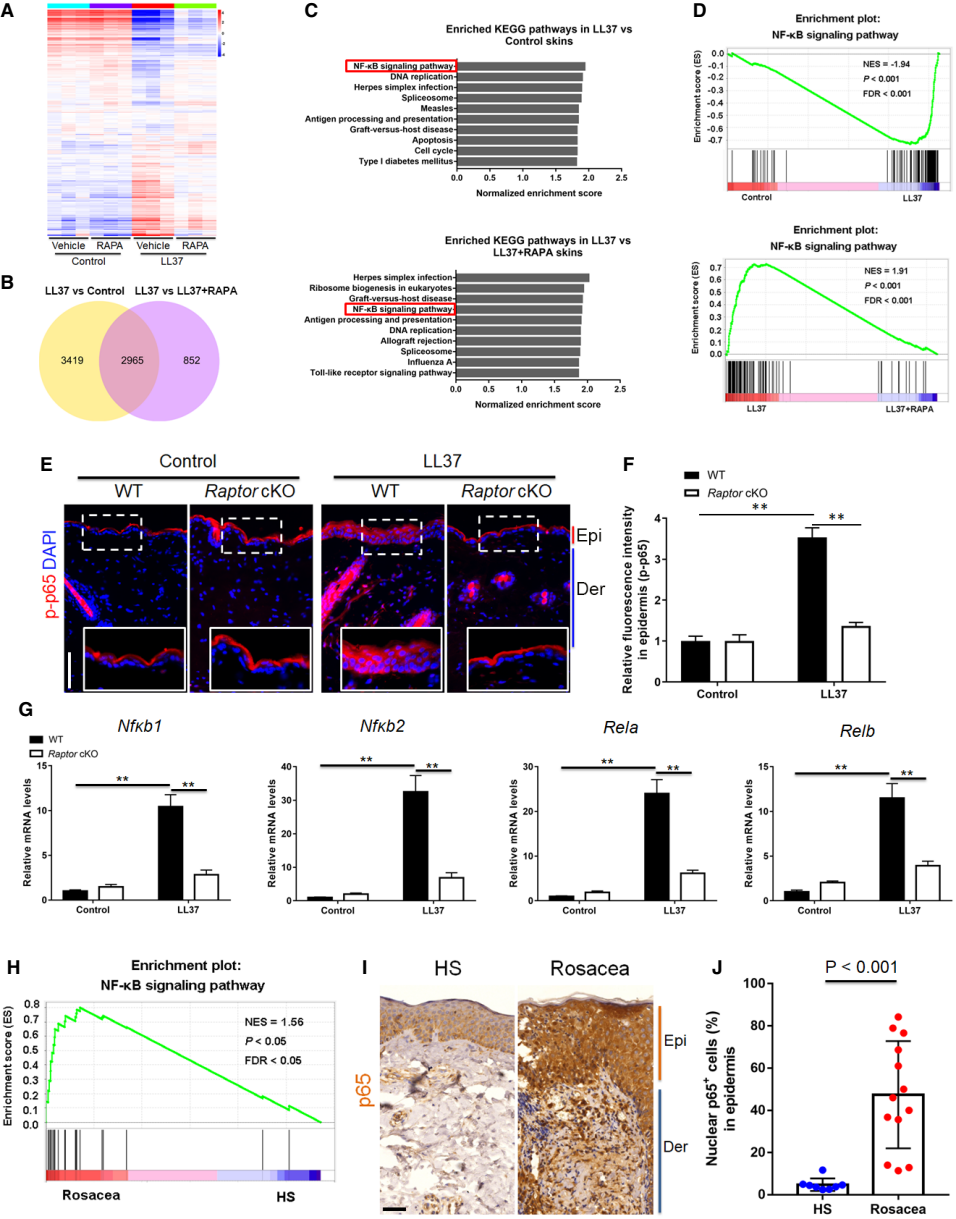
Cathelicidin LL37 stimulates NF‐κB signaling via mTORC1 in keratinocytes Heatmap of differentially regulated genes in skin lesions from LL37‐injected mice administrated with RAPA or vehicle determined by RNA‐sequencing (*n* = 3 independent biological samples for each group). Blue color denotes low FPKM expression; red, high FPKM expression.Venn diagram showing the overlap genes between the two comparisons. LL37 vs control, LL37‐injected mice administrated with vehicle vs control mice administrated with vehicle; LL37 vs LL37 + RAPA, LL37‐injected mice administrated with vehicle vs LL37‐injected mice administrated with RAPA.Top‐ranked enriched KEGG terms in genes that were differentially regulated respectively in the two comparisons (LL37 vs control, and LL37 vs LL37 + RAPA) revealed by GSEA. NF‐κB signaling pathway was highlighted in red box.GSEA on RNA‐sequencing data from the two comparisons both shows enrichment for NF‐κB signaling pathway in LL37 group. Significance was calculated by permutation test.Immunostaining of phospho‐p65 (p‐p65) in skin sections. Bottom right panels, magnified images of dotted line areas. Epi, epidermis. Der, dermis. Scale bar: 50 μm.Quantification of relative fluorescence intensity for p‐p65 in epidermis (*n* = 6).The mRNA expression levels of NF‐κB family of transcription factors (*Nfκb1, Nfκb1, Rela,* and *Relb*) in mouse skin lesions (*n* = 6 for each group).GSEA on RNA‐sequencing data shows enrichment for NF‐κB signaling pathway in rosacea patients. Significance was calculated by permutation test.IHC of p65 on skin sections from HS and rosacea. Scale bar, 50 μm.Percentage of nuclear p65‐positive cells in the epidermis from HS (*n* = 8) and rosacea (*n* = 13). All results are representative of at least three independent experiments. Data represent the mean ± SEM. **P < 0.01. One‐way ANOVA with Bonferroni's *post hoc* test (F and G) or two‐tailed unpaired Student's *t*‐test (J) was used.

To further determine whether mTORC1 regulates NF‐κB, we detected the phosphorylation level of p65/NF‐κB (p‐p65) in the skin of LL37‐induced rosacea‐like mice. By immunostaining, we found that cathelicidin LL37 injection significantly increased p‐p65 in the epidermis, but this phenomenon was not obvious in *Raptor* cKO mice (Fig 6E and F). In addition, the NF‐κB target genes (Il1α and Il1β) and NF‐κB family of transcription factors (including Nfκb1, Nfκb1, Rela, and Relb) (Hiscott *et al,* 1993; Mori & Prager, 1996) were upregulated in LL37‐treated skin, whereas this upregulation was markedly suppressed in *Raptor* cKO mice (Fig 6G and Appendix Fig S6A). Similarly, inhibition of mTORC1 by rapamycin also abolished the activation of NF‐κB signaling in the epidermis (Appendix Fig S6B and C). To investigate how mTORC1 activates NF‐κB signaling, we detected the expression of TNF‐α, one of the most potent inducers of NF‐κB, in LL37‐stimulated primary human keratinocytes treated with or without rapamycin. By qPCR and ELISA, we showed that LL37 promoted the production of TNF‐α via mTORC1 signaling (Appendix Fig S6D).

To substantiate the notion that our results regarding NF‐κB might have an application to human disease, we performed GSEA with RNA‐sequencing data of rosacea patients and confirmed that a number of molecules associated with NF‐κB were strongly increased in skin lesions of rosacea patients compared to specimens from HS (Fig 6H). By immunohistochemistry, we further verified that the nuclear localization of p65 was significantly increased (Fig 6I and J), indicating that NF‐κB signaling was hyperactivated in the lesional skin of patients with rosacea.

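In the sequenced mouse skin, a hand-written list of 61 chemokine and chemokine receptor genes, 52 of which passed the filter on low counts, had an NES of 2.60 in LL37 vs control (adjusted p = 2.73e-10, fgsea permutation) and 2.40 in LL37 vs LL37 + RAPA (adjusted p = 1.69e-08, fgsea permutation). It ranked 2 and 4 among the hand-written lists. Of the 52 genes, 40 were higher in LL37 than in control skin, and 26 DEGs were higher and 2 lower. Against LL37 + RAPA, 34 genes were higher in LL37 skin, and 18 DEGs were higher and 3 lower. An adjusted p-value under 0.05 was reached by 34 and 25 genes over all tested genes, and by 36 and 30 over the list alone. In LL37 + RAPA vs control the NES was 2.33 (adjusted p = 6.19e-08, fgsea permutation), and 17 DEGs were higher and 2 lower. In control + RAPA vs control the NES was -2.07 (adjusted p = 4.18e-06, fgsea permutation), with 0 DEGs. Limma's camera was run with the correlation between genes estimated from the data (0.114). Its adjusted p was 0.212 in LL37 vs control and 0.300 in LL37 vs LL37 + RAPA, in a test that none of the 15 lists passed.

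Ccl3 (ENSMUSG00000000982), on chromosome 11 from 83647844 to 83649355, stood at 43.0 ± 35.4 CPM (SD, n = 3) in LL37 skin, 2.30 ± 2.54 in control skin and 2.09 ± 1.16 in LL37 skin given RAPA. Its log2 fold change was 4.22 (standard error 0.96, adjusted p = 0.00447, edgeR) against control and 4.34 (standard error 0.96, adjusted p = 0.00919, edgeR) against LL37 + RAPA, and its libraries did not overlap in either comparison. Ccl4 (ENSMUSG00000018930), on chromosome 11 from 83662584 to 83664683, had log2 fold changes of 4.43 (standard error 1.09, adjusted p = 0.00663, edgeR) and 4.60 (standard error 1.09, adjusted p = 0.0122, edgeR). Cxcl5 (ENSMUSG00000029371), on chromosome 5 from 90759360 to 90761624, rose from 0.766 ± 0.740 CPM (SD, n = 3) in control skin to 235 ± 177 in LL37 skin and stood at 25.1 ± 16.3 with RAPA. Its log2 fold changes were 8.27 (standard error 1.06, adjusted p = 0.000128, edgeR) and 3.22 (standard error 0.77, adjusted p = 0.0128, edgeR), and those of Cxcl3 were 6.60 and 3.60. Cxcr1, at the floor in control skin, was at least 31.1-fold higher in LL37 skin, with a log2 fold change of 2.68 (standard error 0.82, adjusted p = 0.0356, edgeR) against LL37 + RAPA. In that comparison Cxcr1 passed the threshold in 6 of 14 alternative analyses, Ccl4 in 12, Cxcl5 in 13 and Ccl3 in 14, and the libraries overlapped for Cxcr1 and Cxcl5.

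Ccl2 (ENSMUSG00000035385), on chromosome 11 from 82035571 to 82037453, stood at 92.8 ± 38.8 CPM (SD, n = 3) in LL37 skin, 15.71 ± 10.7 in control skin and 83.4 ± 33.5 in LL37 skin given RAPA. Its log2 fold change was 2.56 (standard error 0.50, adjusted p = 0.00175, edgeR) against control and 0.15 (standard error 0.47, adjusted p = 0.836, edgeR) against LL37 + RAPA, a difference within the spread between mice that changed sign without LL37 replicate 1 (-0.24). Cxcl12 (ENSMUSG00000061353), on chromosome 6 from 117168535 to 117181367, had log2 fold changes of 0.88 (standard error 0.22, adjusted p = 0.00797, edgeR) and -0.20 (standard error 0.22, adjusted p = 0.54, edgeR). Cxcl11 (ENSMUSG00000060183), a polymorphic pseudogene in the annotation on chromosome 5 from 92359544 to 92365485, stood at 5.31 ± 7.28 CPM (SD, n = 3) in LL37 skin, 1.40 ± 1.57 in control skin and 0.242 ± 0.161 with RAPA. Its log2 fold changes were 1.92 (standard error 0.96, adjusted p = 0.131, edgeR) and 4.44 (standard error 1.16, adjusted p = 0.0188, edgeR), and without LL37 replicate 1 they were -0.34 and 2.19. It passed the threshold against LL37 + RAPA in 7 of 14 alternative analyses. Cxcl10, beside it, had log2 fold changes of 2.70 (standard error 0.90, adjusted p = 0.0314, edgeR) and 5.23 (standard error 1.08, adjusted p = 0.00679, edgeR), and without LL37 replicate 1 they were 1.02 and 3.55. Its libraries overlapped against control, where it passed the threshold in 10 of 14 alternative analyses.

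**Figure D3:**
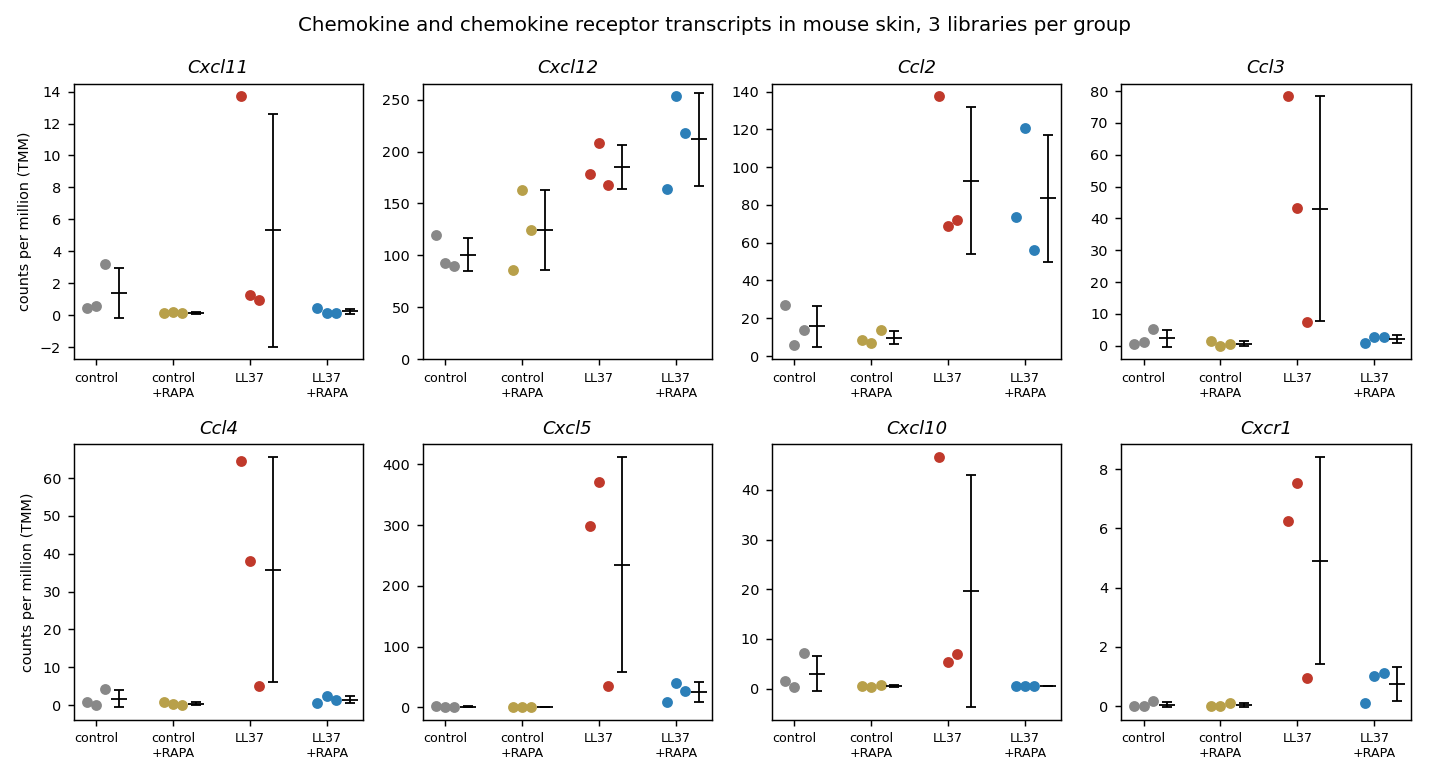
TMM-normalized CPM (y axis of each panel) of chemokine and chemokine receptor genes in control, control + RAPA, LL37 and LL37 + RAPA skin. Points are the 3 libraries of a group, and the bar beside them is their mean ± SD; mean Ccl3 is 43.0 CPM in LL37 skin and 2.09 CPM with RAPA, and mean Ccl2 is 92.8 and 83.4 CPM.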

Besides, GSEA also revealed that inhibition of mTORC1 signaling significantly declined the enrichment of chemokine signaling pathway in LL37‐induced rosacea‐like skin lesions (Fig 7A). The abnormal stimulation of rosacea‐characteristic chemokines (Cxcl11, Cxcl12, Ccl2, and Ccl3) was dramatically remitted in *Raptor* cKO mouse skin (Fig 7B), and these findings were further confirmed in mice treated with rapamycin (Appendix Fig S7A). We further demonstrated that induction of chemokines by LL37 could be blocked via mTORC1 suppression in primary human keratinocytes *in vitro* (Fig 7C). Consistently, we found that chemokine signaling pathway is also enriched in the lesional skin of rosacea patients (Fig 7D and E; Appendix Fig S7B).

**Figure 7:**
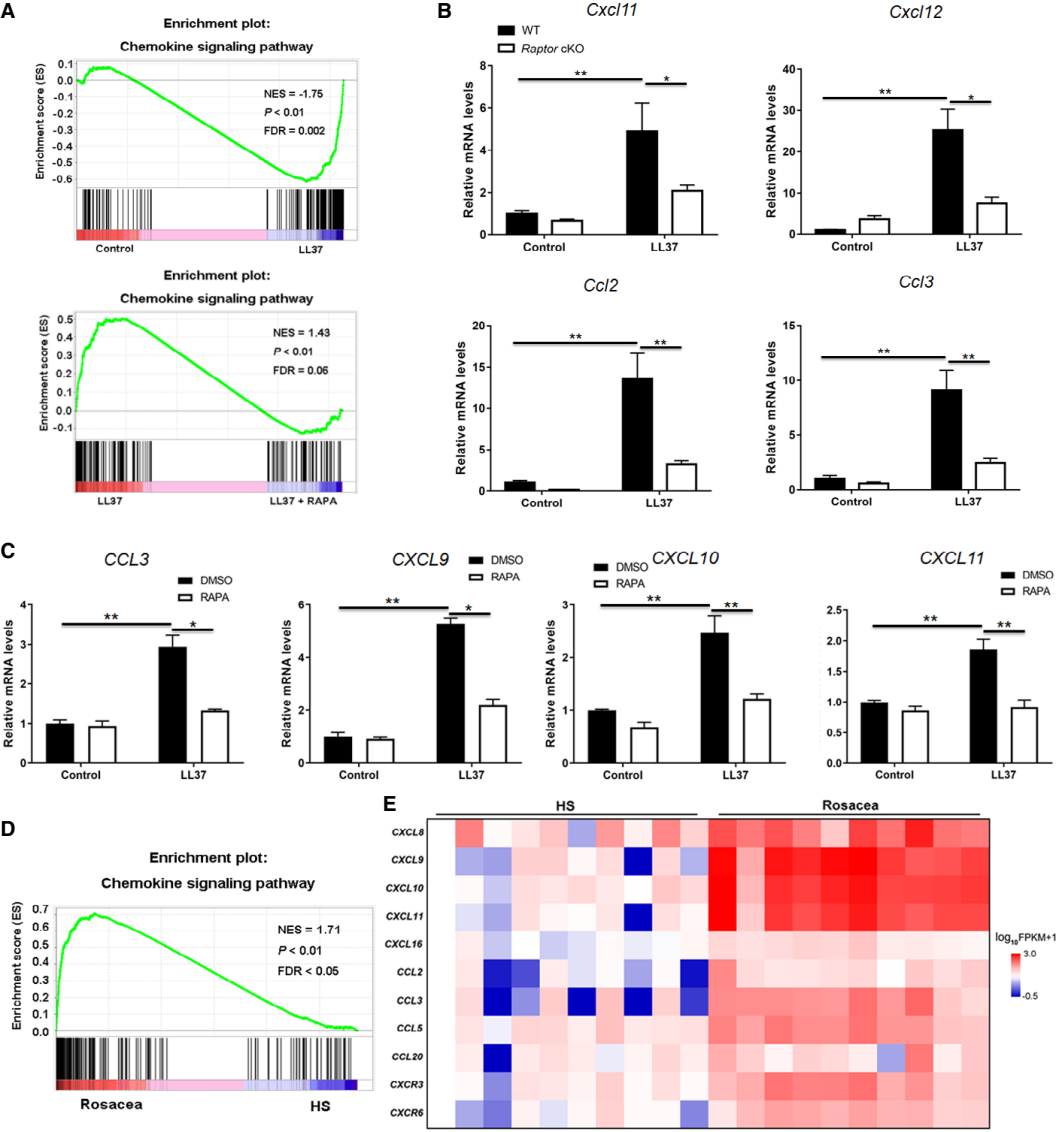
Cathelicidin LL37 stimulates rosacea‐characteristic chemokines and cytokines via mTORC1 GSEA on RNA‐sequencing data from the two comparisons (LL37 vs control, and LL37 vs LL37 + RAPA) both shows enrichment for chemokine signaling pathway in LL37 group. Significance was calculated by permutation test.The mRNA expression levels of mouse chemokines (*Cxcl11, Cxcl12, Ccl2,* and *Ccl3*) in skin lesions (*n* = 6 for each group).The mRNA expression levels of rosacea‐associated chemokines in primary human keratinocytes treated with LL37 ± RAPA *in vitro*. Data represent the mean ± SEM (from three replicates).GSEA on RNA‐sequencing data from rosacea skin lesions versus HS skin samples shows enrichment for chemokine signaling pathway in rosacea. Significance was calculated by permutation test.Heatmap of upregulated chemokines and cytokines in rosacea skin lesions determined by RNA‐sequencing. All results are representative of at least three independent experiments. Data represent the mean ± SEM. *P < 0.05, **P < 0.01. One‐way ANOVA with Bonferroni's *post hoc* test was used.

Collectively, these data suggest an important role for the mTORC1‐NF‐κB/chemokine axis in the pathogenesis of rosacea.

### Topical application of rapamycin improves rosacea‐associated symptoms in rosacea patients

Since mTOR inhibitors (e.g., rapamycin and everolimus) have been approved by the U.S. Food and Drug Administration (FDA) for the treatment of facial angiofibromas in patients with tuberous sclerosis complex, and our above findings revealed the key role of mTORC1 signaling in the pathogenesis of rosacea, we wondered whether inhibition of mTORC1 was able to alleviate rosacea‐associated symptoms in rosacea patients. Eighteen female patients diagnosed with rosacea were included in this assay and were randomized to receive either placebo (*n* = 8) or 0.4% FDA‐approved rapamycin ointment (*n* = 10). No other treatment was undertaken within 1 month before and during topical rapamycin treatment. Rosacea skin lesions were topically applied with placebo or rapamycin ointment two times a day for four continuous weeks. After four weeks of topical rapamycin treatment, patients showed clinically improvement compared with placebo treatment (Fig 8A and B). CEA and IGA scores were both significantly decreased after topical rapamycin treatment (Fig 8C and D; Appendix Table S3). There were no obvious adverse effects observed in patients during treatment. Taken together, our pilot clinical study revealed the efficacy of topical rapamycin treatment for rosacea patients.

**Figure 8:**
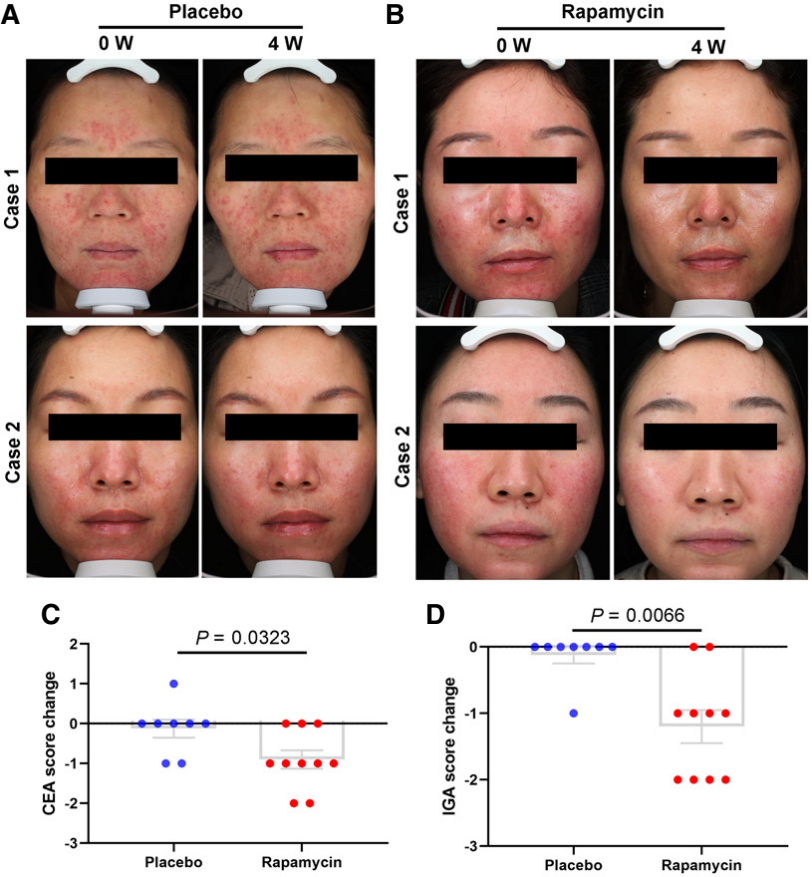
Topical rapamycin treatment alleviates the rosacea‐associated symptoms in rosacea patients A–DTopical rapamycin treatment twice daily for 4 weeks showed an obvious therapeutic effect in rosacea patients. (A, B) Photographs of patients topically applied with rapamycin (*n* = 10) or placebo (*n* = 8) ointment at 0 week and 4th week. (C) The change of patients' CEA score showed in scatter histogram at 0 week and 4th week. (D) The change of patients' IGA score showed in scatter histogram at 0 week and 4th week. “The change value < 0” indicates that skin lesions show positive improvement after treatment; “the change value > 0” indicates that skin lesions show exacerbation after treatment; and “the change value = 0” indicates that skin lesions show no change after treatment. Data represent the mean ± SEM, and two‐tailed unpaired Student's *t*‐test was used (C, D).

## Discussion

The present study reported that mTORC1 signaling is hyperactivated in rosacea. mTORC1 deletion and inhibition by its inhibitors, even with topical application, blocked the formation of rosacea‐like features in rosacea‐like mouse model, and hyperactivation of mTORC1 exacerbated rosacea. In keratinocyte cells, mTORC1 regulates cathelicidin via a positive feedback circuit, in which cathelicidin LL37 stimulates mTORC1 signaling through binding to TLR2. Excess cathelicidin LL37 possibly derived from this circuit induces NF‐κB activation and rosacea‐associated chemokines and cytokines, which may contribute to the skin inflammation of rosacea. These findings revealed an essential role of the positive feedback loop between mTORC1 signaling and cathelicidin in rosacea pathogenesis.

mTOR signaling emerges as an integrative varistor that couples cellular response to the external and internal nutrition status to dictate the inflammatory response (Weichhart *et al,* 2015). Previous studies reported that mTOR signaling was involved in multiple cutaneous diseases (Buerger *et al,* 2013; Naeem *et al,* 2017; Varshney & Saini, 2018). In this study, we revealed a positive correlation between mTORC1 signaling and the severity in rosacea patients, and deletion or inhibition of mTORC1 both blocked the development of rosacea‐like skin inflammation, suggesting a key role of mTORC1 signaling in rosacea pathogenesis. TSC1 and 2 are reported as essential upstream regulators that negatively regulate mTORC1 (Gan & DePinho, 2009). Here, we showed that TSC2 rather than TSC1 was significantly decreased in the lesional skin of rosacea, suggesting that declined TSC2 might be responsible for the hyperactivation of mTORC1 in rosacea. However, more evidence is needed to elucidate why mTORC1 is specifically hyperactivated in the epidermis of rosacea. Evidence indicated that various trigger factors (such as heat and spicy food) could initiate or exacerbate rosacea (van Zuuren, 2017; Buddenkotte & Steinhoff, 2018), but the underlying mechanisms remain largely unknown. Our findings demonstrated that heat shock and capsaicin could both stimulate mTORC1 signaling in keratinocytes, which may lay the molecular basis for these triggers in consideration of the essential role of mTORC1 in rosacea.

Recent studies on the skin barrier demonstrated that epidermis is a metabolically active construction and has adaptive functions, which may play a pivotal role in regulating inflammatory responses via activation of keratinocytes and releasing a series of proteases, cytokines and chemokines (Dainichi *et al,* 2018; Kabashima *et al,* 2019). Keratinocyte‐derived proteases and cytokines might play a role in the pathogenesis of rosacea (Meyer‐Hoffert & Schroder, 2011). In the present study, we surprisingly found that only ablation of epidermal mTORC1 could efficiently suppress the formation of rosacea‐like skin inflammation in mice. Consistently, we also found there existed a positive correlation between mTORC1 signaling in the epidermis and the severity of rosacea patients. Taken together, these findings revealed a key role of mTORC1 signaling in epidermis in rosacea, which further highlights an important role for the inflammatory loops in epithelial microenvironment in cutaneous disorders. To be mentioned, we also found mTORC1 signaling was dramatically activated in infiltrating cells in the dermis, but the specific roles in rosacea development remain unknown and need further study to figure out.

Abnormal functioning of TLR2 and cathelicidin LL37 may contribute to the dysregulation of the innate immune system and promote inflammatory cascade in rosacea (Bevins & Liu, 2007; Yamasaki *et al,* 2007; Yamasaki *et al,* 2011). However, the connection among these aspects is still unclear. Here, we found that mTORC1 signaling is hyperactivated in rosacea and regulates cathelicidin via a positive feedback loop, in which cathelicidin LL37 stimulates mTORC1 signaling through binding to TLR2, thereby in turn promotes cathelicidin expression itself in human keratinocytes. Previous study indicated that mouse GLL34 (homologous to human LL37) played a role in the development of rosacea‐like skin inflammation (Yamasaki *et al,* 2007). In this study, we found that deficiency of mTORC1 also decreased the expression of mouse cathelicidin (CRAMP), the precursor of mouse GLL34, suggesting that mouse GLL34 might be involved in the positive feedback loop between mTORC1 signaling and LL37 in rosacea‐like mouse model, and this hypothesis needs more *in vivo* data to be illustrated. To be mentioned, our results showed deficiency of mTORC1 repressed the protein level rather than mRNA level of cathelicidin, suggesting that mTORC1 regulates cathelicidin possibly at post‐transcriptional level, but the precise mechanisms need to be clarified in the future. Evidence indicated that the formation of a positive feedback circuit to enhance and sustain inflammatory responses may be the mechanism by which inflammation becomes chronic (Beutler, 2009; Daniluk *et al,* 2012). Consistently, we demonstrated that hyperactivation of mTORC1 signaling could exacerbate and sustain the rosacea‐like skin inflammation in mice. TLR2, whose well‐known role is to initiate inflammatory responses by recognizing specific products of microbes or host injury, has been reported to be increased in the lesional skin of rosacea patients (Yamasaki *et al,* 2011; Oliveira‐Nascimento *et al,* 2012). In this study, we provided evidence that except microbial or host injury products, TLR2 might also recognize excess cathelicidin LL37 derived from local cells to activate mTORC1 signaling and thus trigger inflammation in rosacea. Besides TLR2, our RNA‐sequencing data also showed that other TLRs (e.g., TLR4, TLR7, and TLR8) were also significantly increased in rosacea, but the role of these TLRs remains unclear in the pathogenesis of rosacea. Together, these findings suggested that the positive feedback loop between mTORC1 signaling and cathelicidin in epidermis might serve as an important regulator in elaborating the inflammatory cascades, and provide an explanation for the relapsing‐remitting characteristic of rosacea.

Although rosacea is a commonly chronic inflammatory skin disorder with a relatively high prevalence, the pathophysiology remains poorly defined, leading to the fact that therapies for rosacea are focused on controlling signs and symptoms, and recurrence is common (Yamasaki *et al,* 2011; van Zuuren, 2017; Del *et al,* 2019). In the present study, we revealed an essential role for mTORC1 signaling in the pathogenesis of rosacea by employing both conditional gene deletion strategy and pharmacological inhibition method, which strongly indicates that targeting mTORC1 might be a promising option for rosacea treatment. mTORC1 inhibitor sirolimus (also called rapamycin) has been increasingly used in dermatologic disorders, especially vascular dysfunction conditions due to its antiproliferative and antiangiogenic properties (Nadal *et al,* 2016). Topical application of rapamycin has also been tested in multiple cutaneous disorders (Leducq *et al,* 2019). Here, we found that mTOR inhibitors (including rapamycin and torin1), even topical application of rapamycin, could efficiently block the development of rosacea‐like features in rosacea‐like mouse model. Furthermore, our pilot clinical study showed that topical application of rapamycin significantly improved rosacea symptoms in patients, strongly suggesting the prospect of therapies targeting mTOR signaling in rosacea treatment.

NF‐κB signaling has been reported to regulate various aspects of innate and adaptive functions and act as a key modulator of inflammatory responses (Liu *et al,* 2017). Previous studies demonstrated that NF‐κB pathway is involved in multiple inflammatory skin disorders (Hara‐Chikuma *et al,* 2015; Kang *et al,* 2016). However, the role of NF‐κB signaling in the pathogenesis of rosacea is still unclear. Our previous study showed that NF‐κB signaling was activated in the LL37‐induced rosacea mouse model (Chen *et al,* 2019), and a recent report demonstrated that NF‐κB signaling was enhanced in eyelid specimens of rosacea patients (Wladis *et al,* 2019). Consistently, our RNA‐sequencing and immunochemistry data both confirmed that NF‐κB signaling was strongly upregulated in the lesional skin of rosacea patients. Our data indicated that cathelicidin LL37 could induce NF‐κB signaling possibly via mTORC1 signaling, and TNF‐α might be the mediator by which mTORC1 activates NF‐κB signaling in keratinocytes. However, the conclusions were drawn from strictly correlative data, and the precise mechanisms need more evidence to be elucidated. It is noticed that dysregulation of cytokines and chemokines is essential for the recruitment and maintenance of pathogenic inflammatory cells in target tissues, containing skin (Nedoszytko *et al,* 2014; Sidler *et al,* 2017), although the primary factors that regulate chemokine and cytokine production in specific tissues remain unclear. In rosacea lesions, a variety of cytokines and chemokines are highly expressed, indicating their important role in the pathogenesis of the disease (Gerber *et al,* 2011; Buhl *et al,* 2015). Coincided with these observations, our result demonstrated that chemokine signaling pathway is significantly enriched in the lesional skin of rosacea patients, and more importantly, we also found that cathelicidin LL37 could induce cytokines and chemokines through mTORC1 signaling in the skin. Taken together, these findings indicate that the mTORC1‐NF‐κB/chemokine axis plays a role in the development of rosacea.

In conclusion, the present study reveals an essential role for mTORC1 signaling in the pathogenesis of rosacea and provides a potential target for rosacea treatment.

## Materials and Methods

### Ethics statements

Human clinical studies were approved by the ethical committee of the Xiangya Hospital of Central South University. In the present study, we assure that all institutional procedures involving the use of samples and information from human volunteers were thoroughly followed. Written informed consent was obtained from every human subject. This study was registered at the Chinese Clinical Trial Registry (http://www.chictr.org.cn. ID: ChiCTR1800017380). All mice were maintained in specific pathogen‐free conditions, and procedures performed were in line with instructions and permissions of the ethical committee of the Xiangya Hospital of Central South University.

### Human samples

All skin biopsies were obtained from the central face of female HS or patients with rosacea (aged 20–50 years) from the Department of Dermatology in Xiangya Hospital, Central South University. A total of 32 female rosacea patients diagnosed with rosacea by clinical and pathologic examination and a total of 28 age‐matched female HS were enrolled in this study. Rosacea disease severity was assessed using CGS Score as previously described (Sanchez *et al,* 2005). The information of patients and HS is listed in Appendix Table S1. The use of all human samples was approved by the ethical committee of the Xiangya Hospital of Central South University and written informed consent was obtained from all participants, and the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Mice

The BALB/c and C57BL/6 WT mice were purchased from Slack Company. *Raptor (fl*/*fl)*‐floxed mice (Sengupta *et al,* 2010), *K14‐Cre^TM^* mice (Vasioukhin *et al,* 1999), and *TSC2* ^+/−^ mice (Onda *et al,* 1999; Valvezan *et al,* 2017) (all C57BL/6 background) were purchased from Jackson Laboratory. *TSC2* ^+/−^ and *TSC2* ^+/+^ (WT) mice used in this study were generated by crossing *TSC2* ^+/−^ mice with C57BL/6 WT mice. *Raptor* cKO targeting was achieved by intraperitoneal injection of tamoxifen (150 mg/kg mice, Sigma‐Aldrich) for continuous 5 days as previously described (Deng *et al,* 2015). For rapamycin treatment, BALB/c WT mice were administered with rapamycin (LC Laboratories) through intraperitoneal injection at a dose of 4 mg/kg per day as previously described (Deng *et al,* 2015) at the indicated time. For topical capsaicin treatment, 0.1% capsaicin or placebo ointment was topically applied to the BALB/c WT mice twice a day for 1 day. For topical rapamycin treatment, 0.4% rapamycin ointment was topically applied to the LL37‐injected site of C57BL/6 WT mice after LL37 injection every time as previously described (Rauktys *et al,* 2008). All mice used in this study were sex‐matched (male for *Raptor* cKO and *TSC2* ^+/−^ mouse experiments; female for BALB/c mouse experiments) at 6–8 weeks.

### LL37‐induced rosacea‐like mouse model

The LL37‐induced rosacea‐like mouse model was generated as previously described (Yamasaki *et al,* 2007). Briefly, 8‐week‐old WT, *Raptor* cKO, and *TSC2* ^+/−^ mice were shaved a day before injection and then on the back skin were intradermally injected with LL37 peptide (40 μl, 320 μM) or control vehicle twice a day for 2 days. Skin inflammation of mouse model was evaluated by the severity of erythema and edema as previously described (Chen *et al,* 2019). Briefly, the redness score was evaluated from 1 to 5, and 5 being the reddest. The redness area was measured by stereomicroscope measurements (Leica S8AP0, Leica, Germany).

### RNA‐sequencing

Total RNAs of human and mouse skin samples were extracted with TRIzol Reagent (Thermo Fisher Scientific). Library preparation and transcriptome sequencing were performed using Illumina HiSeq X Ten (Novogene, Beijing, China). The mapping of 100‐bp paired‐end reads to genes was conducted with HTSeq v0.6.0. The fragments per kilobase of transcript per million fragments mapped (FPKM) were analyzed, and differential expression analysis was carried out using the DESeq R package (1.10.1). The hierarchical clustering heat map was produced with the ggplot library. Differential expression data were ranked through log_2_ fold change and performed Preranked GSEA to figure out enrichment for KEGG pathways (Subramanian *et al,* 2005). By adjusting the nominal *P* value with the Benjamini and Hochberg method, the output results were corrected for multiple comparisons.

### Histological analysis

The histological analysis was carried out as previously described (Wu *et al,* 2018; Zhao *et al,* 2018). Human and mouse skin samples were fixed in formalin and embedded in paraffin. Sections were stained with hematoxylin and eosin (H&E). The number of infiltrating cells in the dermis was determined as histological features. For counting infiltrating cells in the dermis, five areas (0.444 square inch for one) in three sections of each sample were randomly chosen, and the number of infiltrating cells in the dermis was counted.

### RT–qPCR

Total RNA was extracted from human and mouse skin tissues, and keratinocyte cells using TRIzol Reagent (Thermo Fisher Scientific), and a NanoDrop spectrophotometer (Thermo Fisher Scientific) was employed for RNA quality control. mRNA was reverse‐transcribed using the Maxima H Minus First Strand cDNA Synthesis Kit with dsDNase (Thermo Fisher Scientific) following the manufacture's instructions. qPCR was conducted with iTaq™ Universal SYBR® Green Supermix (Bio‐Rad) on a LightCycler 96 (Roche) thermocycler. The relative expression of each gene was assessed by using the delta CT method relative to GAPDH, and the fold change was normalized to the control group. The specific primer sequences of genes are listed in Appendix Table S2.

### Immunofluorescence

Immunofluorescence of human and mouse skin sections and cultured keratinocytes was carried out as previously described (Tang *et al,* 2016). Briefly, skin sections (10 μm) and keratinocytes plated on glass coverslips in 24‐well plates were fixed for 10 min using 4% paraformaldehyde (PFA) and washed with phosphate‐buffered saline (PBS) for three times, and then blocked for 30–60 min with blocking buffer (5% NDS, 1% BSA, 0.3% Triton X‐100). Primary antibodies were incubated overnight at 4°C. Alexa Fluor 488‐ or 594‐conjugated secondary antibody (Thermo Fisher Scientific) was incubated for 30–60 min at room temperature. After wash, sections were counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI). All pictures were taken with a Zeiss Axioplan 2 microscope. The fluorescence intensity was assessed with ImageJ. The following primary antibodies were used in this study: Rabbit anti‐pS6 (1:200 or 1:800, Cell Signaling, catalog 4858 or 5364), Mouse anti‐pS6 (1:200, Cell Signaling, catalog 62016), Rabbit anti‐Raptor (1:100, Abcam, catalog ab40768), Rabbit anti‐cathelicidin (1:1,000, Human Protein Atlas, catalog HPA029874), Rat anti‐CRAMP (1:1,000, Novus Biologicals, catalog NB100‐98689), Rabbit anti‐p‐Akt (ser473, catalog 4060; 1:200, Cell Signaling), Rabbit anti‐p65 (1:100, Cell Signaling, catalog 8242), and Rabbit anti‐p‐p65 (1:200, Cell Signaling, catalog 3033).

### Immunohistochemistry

Human skin samples were fixed in formalin and embedded in paraffin, and 5‐μm skin sections were cut and used. Immunohistochemistry was conducted as previously described (Deng *et al,* 2019). Skin sections were incubated with antibodies for pS6 (1: 400, Cell signaling, catalog 4858 or 5364) and p65 (1:400, Cell signaling, catalog 8242). As negative controls, the primary antibodies were omitted. Pictures were taken from three typical areas for each sample. The intensity of epidermal staining was evaluated as previously described (Varghese *et al,* 2014). Each area of images was rated on a scale of 0–4 (0 = absent staining, 1 = weak or low, 2 = moderate, 3 = strong, 4 = very strong staining).

### Cell culture and treatment

Primary human keratinocytes were isolated from human foreskin (aged 2–5) and cultured in CnT‐07 (CELLnTEC, USA). HaCaT keratinocyte cell line obtained from NTCC (Biovector Science Lab, Beijing, China) was cultured in DMEM supplemented with 10% fetal bovine serum, penicillin–streptomycin, and 2 mM glutamine (Invitrogen). For heat shock treatment, keratinocyte cells were treated with heat shock (37, 42, 44, and 46°C) in the circulating water bath for the indicated time. For LL37 treatment, at a confluency of 60%, cells were starved overnight and if need incubated with rapamycin (50 nM) for 2 h, and then treated cells with LL37 (at indicated doses) for the indicated time. For sLL37‐ or LL37‐FITC treatment, at a confluency of 40–50%, cells were starved overnight and then treated cells with sLL37‐ and LL37‐FITC ± PKH26 for 30 min. After that, cells were washed with PBS for three times and then the images of live cells were taken with a fluorescent microscope. All experiments were performed at least three times. Routine Mycoplasma testing was performed for primary human keratinocytes and HaCaT keratinocyte cell line using LookOut Mycoplasma PCR detection (Sigma).

### Lentiviral shRNAs and plasmid

shRNAs cloned into the third‐generation pLKO.1‐puro vector for knocking down were purchased from Sigma‐Aldrich (MISSION TRC). The Sigma clone ID for the shRNA constructs used in this study is as follows: TLR2 #1, NM_003264.2‐1204s1c1; and TLR2 #2, NM_003264.2‐1484s1c1. TLR2 ectopic expression vector was generated with lentivirus vector pLVX‐IRES‐Puro (Addgene). Lentivirus packaging and testing were performed as previously described (Deng *et al,* 2015). HaCaT keratinocyte cells were infected with lentiviruses in growth medium containing 8 μg/ml polybrene, selected in 2 μg/ml puromycin for 7 days, followed by plating into six‐well plates for subsequent treatment.

### Immunoblotting

The human skin biopsies and collected cells were lysed in RIPA buffer (Thermo Fisher Scientific) including protease inhibitors (Thermo Fisher Scientific) after washed with cold PBS. The acquired proteins were quantified via bicinchoninic acid assay (Thermo Fisher Scientific), and the prepared protein samples were separated on SDS–polyacrylamide gel electrophoresis (for immunoblotting of small peptides, such as LL37‐tagged with or without flag, the samples were separated on Tricine–SDS–PAGE as previously described (Schagger, 2006)) and electroblotting to PVDF membranes. After that, the membranes were blocked with 5% non‐fat milk for 60 min at room temperature and incubated with primary antibodies, and then incubated with HRP‐conjugated secondary antibodies (Santa Cruz). The immunoreactive bands were visualized using the HRP substrate (Luminata, Millipore) on ChemiDoc^TM^ XRS+ system (Bio‐Rad). The following primary antibodies were used in this study: Rabbit anti‐pS6 (1:2,000, Cell Signaling, catalog 4858 or 5364), Rabbit anti‐S6 (1:2,000, Cell Signaling, catalog 2217), Rabbit anti‐cathelicidin (1:1,000, Human Protein Atlas, catalog HPA029874), Rabbit anti‐TLR2 (1:1,000, Cell Signaling, catalog 12276), Rabbit anti‐p‐Akt (ser473; 1:1,000, Cell Signaling, catalog 4060), Rabbit anti‐Akt (1:1,000, Cell Signaling, catalog 4691), Mouse anti‐mTOR (1:1,000, Proteintech, catalog 66888‐1‐Ig), Mouse anti‐flag (1:5,000, Sigma, catalog F1804), mouse anti‐β‐Actin (1:5,000, Santa Cruz, catalog sc‐47778), and mouse anti‐α‐Tubulin (1:5,000, Abcam, catalog ab7291). Data were analyzed using a GE‐ImageQuant LAS 4000 mini (GE Healthcare). Quantification of pS6 and p‐Akt was normalized to total S6 or Akt, respectively; quantification of other proteins was normalized to tubulin or actin by densitometry. Images have been cropped for presentation.

### Co‐IP

Co‐IP assays were conducted using the Dynabeads Protein G Immunoprecipitation Kit (Thermo Fisher Scientific) according to the manufacturer's instructions. Briefly, the proteins were extracted from collected fresh cells using RIPA lysis buffer containing protease and phosphatase inhibitors. A specific capture Ab recognizing the bait protein was added into the cell lysates, generating a new Ab‐bait‐target complex. Then, the Ab was employed as a handle to immobilize the proteins on the beads (Thermo Fisher Scientific). Proteins not immobilized were removed after wash. The complexes of bait protein were eluted from the beads and separated through boiling in SDS. Finally, the presence or absence of the target protein was determined by immunoblotting, which is the endpoint of this assay.

### ELISA

Medium from primary human keratinocytes treated with LL37 ± RAPA was centrifugated, and supernatants were plated for ELISA. ELISA kit for human TNF‐α was obtained from BioLegend and performed as per manufacturer's instructions.

### Clinical evaluation for topical rapamycin treatment

We conducted a clinical trial in 18 adult female patients with moderate‐to‐severe rosacea (ETR and PPR) for 4‐week topical rapamycin or placebo ointment treatment. Rosacea skin lesions were topically applied with 0.4% FDA‐approved rapamycin or placebo ointment twice a day for 4 weeks as previously described (Song *et al,* 2020). All participants underwent the following evaluation at baseline and follow‐up visit (at 4 weeks). Patients were evaluated by experienced dermatologists for inflammatory skin lesions with Investigator's Global Assessment (IGA) at a 5‐point scale (0 = clear, 0 papules/pustules; 1 = near clear, 1–2 papules/pustules; 2 = mild, 3–10 papules/pustules; 3 = moderate, 11–19 papules/pustules; 4 = severe > 20 papules/pustules). For facial erythema, skin lesions were assessed with a Clinician's Erythema Assessment (CEA) at a 5‐point scale (0 = none; 1 = mild; 2 = moderate; 3 = significant; 4 = severe) (Schaller *et al,* 2020). In the entire clinical trial, the participants were received no other drug treatment except rapamycin or placebo. Adverse events were recorded at each week.

### Statistical analysis

Statistical analysis was carried out by using SPSS 20.0 and GraphPad 7.0. Data are displayed as the mean ± SEM. We examined data for normal distribution and similar variance between groups. Statistical significance (*P < 0.05, **P < 0.01) was determined by two‐tailed unpaired Student's *t*‐test for comparisons between 2 groups and 1‐way analysis of variance (ANOVA) with relevant *post hoc* tests for multiple comparisons. We performed the two‐tailed Mann–Whitney *U*‐test for statistical analysis when the data were not normally distributed or exhibited unequal variances between the two groups. Correlation analysis was conducted by using Pearson's *r*‐test or Spearman's *r*‐test (for abnormally distributed data). No statistical method was employed to predetermine the size of the samples. Exact *P* values are provided in Appendix Table S4. Animals in this study were allocated randomly to different groups. The investigators were not blinded to the group allocation during data acquisition and/analysis since all samples were analyzed in the same way.

## Author contributions

ZD and MC performed most of the experiments, analyzed the data, and wrote the manuscript. YL assisted with the establishment of LL37‐induced rosacea mouse model. YL and SX assisted with molecular cloning and Co‐IP experiments. YO, WS, DJ, BW, FL, JL, and QS collected the clinical samples. QP and KS assisted with immunohistochemistry experiments. YL, WX, and TL assisted with immunoblotting experiments. YZ, LS, QW, and HZ provided technical support and suggestions for the project. JL, ZD, and HX conceived the project and supervised the study. ZD and JL designed the experiments, analyzed and interpreted data, and wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

Sequencing data from rosacea patients have been deposited in the genome sequence archive under accession number HRA000378 (http://bigd.big.ac.cn/gsa‐human/). Sequencing data for mouse model have been deposited at the GEO database, under accession number GSE147950 (https://www.ncbi.nlm.nih.gov/geo/).

## References

[emmm202013560-bib-0001] Beutler B (2009) Microbe sensing, positive feedback loops, and the pathogenesis of inflammatory diseases. Immunol Rev 227: 248–263 1912048910.1111/j.1600-065X.2008.00733.xPMC2713013

[emmm202013560-bib-0002] Bevins CL , Liu FT (2007) Rosacea: skin innate immunity gone awry? Nat Med 13: 904–906 1768000110.1038/nm0807-904

[emmm202013560-bib-0003] Buddenkotte J , Steinhoff M 2018) Recent advances in understanding and managing rosacea. F1000Research 7: 1885 10.12688/f1000research.16537.1PMC628102130631431

[emmm202013560-bib-0004] Buerger C , Malisiewicz B , Eiser A , Hardt K , Boehncke WH (2013) Mammalian target of rapamycin and its downstream signalling components are activated in psoriatic skin. Br J Dermatol 169: 156–159 2339839410.1111/bjd.12271

[emmm202013560-bib-0005] Buhl T , Sulk M , Nowak P , Buddenkotte J , McDonald I , Aubert J , Carlavan I , Deret S , Reiniche P , Rivier M *et al* (2015) Molecular and morphological characterization of inflammatory infiltrate in rosacea reveals activation of Th1/Th17 pathways. J Invest Dermatol 135: 2198–2208 2584897810.1038/jid.2015.141

[emmm202013560-bib-0006] Chen M , Xie H , Chen Z , Xu S , Wang B , Peng Q , Sha K , Xiao W , Liu T , Zhang Y *et al* (2019) Thalidomide ameliorates rosacea‐like skin inflammation and suppresses NF‐kappaB activation in keratinocytes. Biomed Pharmacother 116: 109011 3113266810.1016/j.biopha.2019.109011

[emmm202013560-bib-0007] Dainichi T , Kitoh A , Otsuka A , Nakajima S , Nomura T , Kaplan DH , Kabashima K (2018) The epithelial immune microenvironment (EIME) in atopic dermatitis and psoriasis. Nat Immunol 19: 1286–1298 3044675410.1038/s41590-018-0256-2

[emmm202013560-bib-0008] Daniluk J , Liu Y , Deng D , Chu J , Huang H , Gaiser S , Cruz‐Monserrate Z , Wang H , Ji B , Logsdon CD (2012) An NF‐kappaB pathway‐mediated positive feedback loop amplifies Ras activity to pathological levels in mice. J Clin Invest 122: 1519–1528 2240653610.1172/JCI59743PMC3314459

[emmm202013560-bib-0009] Del RJ , Tanghetti E , Webster G , Stein GL , Thiboutot D , Gallo RL (2019) Update on the management of rosacea from the American Acne & Rosacea Society (AARS). J Clin Aesthet Dermatol 12: 17–24 PMC662401231360284

[emmm202013560-bib-0010] Deng Z , Lei X , Zhang X , Zhang H , Liu S , Chen Q , Hu H , Wang X , Ning L , Cao Y *et al* (2015) mTOR signaling promotes stem cell activation via counterbalancing BMP‐mediated suppression during hair regeneration. J Mol Cell Biol 7: 62–72 2560984510.1093/jmcb/mjv005

[emmm202013560-bib-0011] Deng Y , Peng Q , Yang S , Jian D , Wang B , Huang Y , Xie H , Li J (2018) The Rosacea‐specific quality‐of‐life instrument (RosQol): revision and validation among Chinese patients. PLoS One 13: e0192487 2948985710.1371/journal.pone.0192487PMC5831031

[emmm202013560-bib-0012] Deng Z , Chen M , Xie H , Jian D , Xu S , Peng Q , Sha K , Liu Y , Zhang Y , Shi W *et al* (2019) Claudin reduction may relate to an impaired skin barrier in rosacea. J Dermatol 46: 314–321 3071463310.1111/1346-8138.14792

[emmm202013560-bib-0013] Francipane MG , Lagasse E (2013) Selective targeting of human colon cancer stem‐like cells by the mTOR inhibitor Torin‐1. Oncotarget 4: 1948–1962 2418504010.18632/oncotarget.1310PMC3875761

[emmm202013560-bib-0014] Gallo RL , Granstein RD , Kang S , Mannis M , Steinhoff M , Tan J , Thiboutot D (2018) Standard classification and pathophysiology of rosacea: The 2017 update by the National Rosacea Society Expert Committee. J Am Acad Dermatol 78: 148–155 2908918010.1016/j.jaad.2017.08.037

[emmm202013560-bib-0015] Gan B , DePinho RA (2009) mTORC1 signaling governs hematopoietic stem cell quiescence. Cell Cycle 8: 1003–1006 1927052310.4161/cc.8.7.8045PMC2743144

[emmm202013560-bib-0016] Gerber PA , Buhren BA , Steinhoff M , Homey B (2011) Rosacea: the cytokine and chemokine network. J Investig Dermatol Symp Proc 15: 40–47 10.1038/jidsymp.2011.9PMC370414122076326

[emmm202013560-bib-0017] Hara‐Chikuma M , Satooka H , Watanabe S , Honda T , Miyachi Y , Watanabe T , Verkman AS (2015) Aquaporin‐3‐mediated hydrogen peroxide transport is required for NF‐kappaB signalling in keratinocytes and development of psoriasis. Nat Commun 6: 7454 2610066810.1038/ncomms8454PMC5628617

[emmm202013560-bib-0018] Hiscott J , Marois J , Garoufalis J , D'Addario M , Roulston A , Kwan I , Pepin N , Lacoste J , Nguyen H , Bensi G *et al* (1993) Characterization of a functional NF‐kappa B site in the human interleukin 1 beta promoter: evidence for a positive autoregulatory loop. Mol Cell Biol 13: 6231–6240 841322310.1128/mcb.13.10.6231-6240.1993PMC364682

[emmm202013560-bib-0019] Kabashima K , Honda T , Ginhoux F , Egawa G (2019) The immunological anatomy of the skin. Nat Rev Immunol 19: 19–30 3042957810.1038/s41577-018-0084-5

[emmm202013560-bib-0020] Kang J , Song J , Shen S , Li B , Yang X , Chen M (2016) Diisononyl phthalate aggravates allergic dermatitis by activation of NF‐kB. Oncotarget 7: 85472–85482 2786343010.18632/oncotarget.13403PMC5356750

[emmm202013560-bib-0021] Laplante M , Sabatini DM (2012) mTOR signaling in growth control and disease. Cell 149: 274–293 2250079710.1016/j.cell.2012.03.017PMC3331679

[emmm202013560-bib-0022] Leducq S , Giraudeau B , Tavernier E , Maruani A (2019) Topical use of mammalian target of rapamycin inhibitors in dermatology: a systematic review with meta‐analysis. J Am Acad Dermatol 80: 735–742 3074487710.1016/j.jaad.2018.10.070

[emmm202013560-bib-0023] Liu Y , Yin H , Zhao M , Lu Q (2014) TLR2 and TLR4 in autoimmune diseases: a comprehensive review. Clin Rev Allergy Immunol 47: 136–147 2435268010.1007/s12016-013-8402-y

[emmm202013560-bib-0024] Liu T , Zhang L , Joo D , Sun SC (2017) NF‐kappaB signaling in inflammation. Signal Transduct Target Ther 2: e17023 10.1038/sigtrans.2017.23PMC566163329158945

[emmm202013560-bib-0025] Mascarenhas NL , Wang Z , Chang YL , Di Nardo A (2017) TRPV4 mediates mast cell activation in cathelicidin‐induced rosacea inflammation. J Invest Dermatol 137: 972–975 2790869510.1016/j.jid.2016.10.046

[emmm202013560-bib-0026] Meyer‐Hoffert U , Schroder JM (2011) Epidermal proteases in the pathogenesis of rosacea. J Investig Dermatol Symp Proc 15: 16–23 10.1038/jidsymp.2011.222076323

[emmm202013560-bib-0027] Mori N , Prager D (1996) Transactivation of the interleukin‐1alpha promoter by human T‐cell leukemia virus type I and type II Tax proteins. Blood 87: 3410–3417 8605359

[emmm202013560-bib-0028] Morizane S , Yamasaki K , Kabigting FD , Gallo RL (2010) Kallikrein expression and cathelicidin processing are independently controlled in keratinocytes by calcium, vitamin D(3), and retinoic acid. J Invest Dermatol 130: 1297–1306 2009076510.1038/jid.2009.435PMC2908513

[emmm202013560-bib-0029] Muto Y , Wang Z , Vanderberghe M , Two A , Gallo RL , Di Nardo A (2014) Mast cells are key mediators of cathelicidin‐initiated skin inflammation in rosacea. J Invest Dermatol 134: 2728–2736 2484486110.1038/jid.2014.222PMC4199909

[emmm202013560-bib-0030] Nadal M , Giraudeau B , Tavernier E , Jonville‐Bera AP , Lorette G , Maruani A (2016) Efficacy and safety of mammalian target of rapamycin inhibitors in vascular anomalies: a systematic review. Acta Derm Venereol 96: 448–452 2660794810.2340/00015555-2300

[emmm202013560-bib-0031] Naeem AS , Tommasi C , Cole C , Brown SJ , Zhu Y , Way B , Willis OS , Moffatt M , Cookson WO , Harper JI *et al* (2017) A mechanistic target of rapamycin complex 1/2 (mTORC1)/V‐Akt murine thymoma viral oncogene homolog 1 (AKT1)/cathepsin H axis controls filaggrin expression and processing in skin, a novel mechanism for skin barrier disruption in patients with atopic dermatitis. J Allergy Clin Immunol 139: 1228–1241 2791330310.1016/j.jaci.2016.09.052PMC5380661

[emmm202013560-bib-0032] Nedoszytko B , Sokolowska‐Wojdylo M , Ruckemann‐Dziurdzinska K , Roszkiewicz J , Nowicki RJ (2014) Chemokines and cytokines network in the pathogenesis of the inflammatory skin diseases: atopic dermatitis, psoriasis and skin mastocytosis. Postepy Dermatol Alergol 31: 84–91 2509747310.5114/pdia.2014.40920PMC4112246

[emmm202013560-bib-0033] Oliveira‐Nascimento L , Massari P , Wetzler LM (2012) The Role of TLR2 in infection and immunity. Front Immunol 3: 79 2256696010.3389/fimmu.2012.00079PMC3342043

[emmm202013560-bib-0034] Onda H , Lueck A , Marks PW , Warren HB , Kwiatkowski DJ (1999) Tsc2(+/‐) mice develop tumors in multiple sites that express gelsolin and are influenced by genetic background. J Clin Invest 104: 687–695 1049140410.1172/JCI7319PMC408440

[emmm202013560-bib-0035] Pasto A , Marchesi M , Diamantini A , Frasson C , Curtarello M , Lago C , Pilotto G , Parenti AR , Esposito G , Agostini M *et al* (2012) PKH26 staining defines distinct subsets of normal human colon epithelial cells at different maturation stages. PLoS One 7: e43379 2292796110.1371/journal.pone.0043379PMC3425557

[emmm202013560-bib-0036] Powell JD , Pollizzi KN , Heikamp EB , Horton MR (2012) Regulation of immune responses by mTOR. Annu Rev Immunol 30: 39–68 2213616710.1146/annurev-immunol-020711-075024PMC3616892

[emmm202013560-bib-0037] Rauktys A , Lee N , Lee L , Dabora SL (2008) Topical rapamycin inhibits tuberous sclerosis tumor growth in a nude mouse model. BMC Dermatol 8: 1 1822625810.1186/1471-5945-8-1PMC2266897

[emmm202013560-bib-0038] Russell RC , Fang C , Guan KL (2011) An emerging role for TOR signaling in mammalian tissue and stem cell physiology. Development 138: 3343–3356 2179152610.1242/dev.058230PMC3143559

[emmm202013560-bib-0039] Sanchez J , Somolinos AL , Almodovar PI , Webster G , Bradshaw M , Powala C (2005) A randomized, double‐blind, placebo‐controlled trial of the combined effect of doxycycline hyclate 20‐mg tablets and metronidazole 0.75% topical lotion in the treatment of rosacea. J Am Acad Dermatol 53: 791–797 1624312710.1016/j.jaad.2005.04.069

[emmm202013560-bib-0040] Sarbassov DD , Guertin DA , Ali SM , Sabatini DM (2005) Phosphorylation and regulation of Akt/PKB by the rictor‐mTOR complex. Science 307: 1098–1101 1571847010.1126/science.1106148

[emmm202013560-bib-0041] Schagger H (2006) Tricine‐SDS‐PAGE. Nat Protoc 1: 16–22 1740620710.1038/nprot.2006.4

[emmm202013560-bib-0042] Schaller M , Kemeny L , Havlickova B , Jackson JM , Ambroziak M , Lynde C , Gooderham M , Remenyik E , Del RJ , Weglowska J *et al* (2020) A randomized phase 3b/4 study to evaluate concomitant use of topical ivermectin 1% cream and doxycycline 40‐mg modified‐release capsules, versus topical ivermectin 1% cream and placebo in the treatment of severe rosacea. J Am Acad Dermatol 82: 336–343 3115071110.1016/j.jaad.2019.05.063

[emmm202013560-bib-0043] Schauber J , Gallo RL (2009) Antimicrobial peptides and the skin immune defense system. J Allergy Clin Immunol 124: R13–R18 1972020710.1016/j.jaci.2009.07.014

[emmm202013560-bib-0044] Schwab VD , Sulk M , Seeliger S , Nowak P , Aubert J , Mess C , Rivier M , Carlavan I , Rossio P , Metze D *et al* (2011) Neurovascular and neuroimmune aspects in the pathophysiology of rosacea. J Investig Dermatol Symp Proc 15: 53–62 10.1038/jidsymp.2011.6PMC370433122076328

[emmm202013560-bib-0045] Sengupta S , Peterson TR , Laplante M , Oh S , Sabatini DM (2010) mTORC1 controls fasting‐induced ketogenesis and its modulation by ageing. Nature 468: 1100–1104 2117916610.1038/nature09584

[emmm202013560-bib-0046] Sidler D , Wu P , Herro R , Claus M , Wolf D , Kawakami Y , Kawakami T , Burkly L , Croft M (2017) TWEAK mediates inflammation in experimental atopic dermatitis and psoriasis. Nat Commun 8: 15395 2853022310.1038/ncomms15395PMC5493595

[emmm202013560-bib-0047] Song Y , Guerrero‐Juarez CF , Chen Z , Tang Y , Ma X , Lv C , Bi X , Deng M , Bu L , Tian Y *et al* (2020) The Msi1‐mTOR pathway drives the pathogenesis of mammary and extramammary Paget's disease. Cell Res 30: 854–872 3245739610.1038/s41422-020-0334-5PMC7608215

[emmm202013560-bib-0048] Steinhoff M , Buddenkotte J , Aubert J , Sulk M , Novak P , Schwab VD , Mess C , Cevikbas F , Rivier M , Carlavan I *et al* (2011) Clinical, cellular, and molecular aspects in the pathophysiology of rosacea. J Investig Dermatol Symp Proc 15: 2–11 10.1038/jidsymp.2011.7PMC370413022076321

[emmm202013560-bib-0049] Steinhoff M , Schauber J , Leyden JJ (2013) New insights into rosacea pathophysiology: a review of recent findings. J Am Acad Dermatol 69: S15–S26 2422963210.1016/j.jaad.2013.04.045

[emmm202013560-bib-0050] Subramanian A , Tamayo P , Mootha VK , Mukherjee S , Ebert BL , Gillette MA , Paulovich A , Pomeroy SL , Golub TR , Lander ES *et al* (2005) Gene set enrichment analysis: a knowledge‐based approach for interpreting genome‐wide expression profiles. Proc Natl Acad Sci USA 102: 15545–15550 1619951710.1073/pnas.0506580102PMC1239896

[emmm202013560-bib-0051] Tang Y , Luo B , Deng Z , Wang B , Liu F , Li J , Shi W , Xie H , Hu X , Li J (2016) Mitochondrial aerobic respiration is activated during hair follicle stem cell differentiation, and its dysfunction retards hair regeneration. PeerJ 4: e1821 2716895710.7717/peerj.1821PMC4860312

[emmm202013560-bib-0052] Taniguchi K , Karin M (2018) NF‐kappaB, inflammation, immunity and cancer: coming of age. Nat Rev Immunol 18: 309–324 2937921210.1038/nri.2017.142

[emmm202013560-bib-0053] Vallabhapurapu S , Karin M (2009) Regulation and function of NF‐kappaB transcription factors in the immune system. Annu Rev Immunol 27: 693–733 1930205010.1146/annurev.immunol.021908.132641

[emmm202013560-bib-0054] Valvezan AJ , Turner M , Belaid A , Lam HC , Miller SK , McNamara MC , Baglini C , Housden BE , Perrimon N , Kwiatkowski DJ *et al* (2017) mTORC1 couples nucleotide synthesis to nucleotide demand resulting in a targetable metabolic vulnerability. Cancer Cell 32: 624–638.e52905642610.1016/j.ccell.2017.09.013PMC5687294

[emmm202013560-bib-0055] Varghese F , Bukhari AB , Malhotra R , De A (2014) IHC Profiler: an open source plugin for the quantitative evaluation and automated scoring of immunohistochemistry images of human tissue samples. PLoS One 9: e96801 2480241610.1371/journal.pone.0096801PMC4011881

[emmm202013560-bib-0056] Varshney P , Saini N (2018) PI3K/AKT/mTOR activation and autophagy inhibition plays a key role in increased cholesterol during IL‐17A mediated inflammatory response in psoriasis. Biochim Biophys Acta 1864: 1795–1803 10.1016/j.bbadis.2018.02.00329432814

[emmm202013560-bib-0057] Vasioukhin V , Degenstein L , Wise B , Fuchs E (1999) The magical touch: genome targeting in epidermal stem cells induced by tamoxifen application to mouse skin. Proc Natl Acad Sci USA 96: 8551–8556 1041191310.1073/pnas.96.15.8551PMC17554

[emmm202013560-bib-0058] Weichhart T , Hengstschlager M , Linke M (2015) Regulation of innate immune cell function by mTOR. Nat Rev Immunol 15: 599–614 2640319410.1038/nri3901PMC6095456

[emmm202013560-bib-0059] Wendel HG , De Stanchina E , Fridman JS , Malina A , Ray S , Kogan S , Cordon‐Cardo C , Pelletier J , Lowe SW (2004) Survival signalling by Akt and eIF4E in oncogenesis and cancer therapy. Nature 428: 332–337 1502919810.1038/nature02369

[emmm202013560-bib-0060] Wladis EJ , Lau KW , Adam AP (2019) Nuclear factor kappa‐B is enriched in eyelid specimens of Rosacea: implications for pathogenesis and therapy. Am J Ophthalmol 201: 72–81 3070335610.1016/j.ajo.2019.01.018

[emmm202013560-bib-0061] Wu R , Zeng J , Yuan J , Deng X , Huang Y , Chen L , Zhang P , Feng H , Liu Z , Wang Z *et al* (2018) MicroRNA‐210 overexpression promotes psoriasis‐like inflammation by inducing Th1 and Th17 cell differentiation. J Clin Invest 128: 2551–2568 2975718810.1172/JCI97426PMC5983326

[emmm202013560-bib-0062] Xie HF , Huang YX , He L , Yang S , Deng YX , Jian D , Shi W , Li J (2017) An observational descriptive survey of rosacea in the Chinese population: clinical features based on the affected locations. PeerJ 5: e3527 2869882110.7717/peerj.3527PMC5502086

[emmm202013560-bib-0063] Yamasaki K , Di Nardo A , Bardan A , Murakami M , Ohtake T , Coda A , Dorschner RA , Bonnart C , Descargues P , Hovnanian A *et al* (2007) Increased serine protease activity and cathelicidin promotes skin inflammation in rosacea. Nat Med 13: 975–980 1767605110.1038/nm1616

[emmm202013560-bib-0064] Yamasaki K , Gallo RL (2011) Rosacea as a disease of cathelicidins and skin innate immunity. J Investig Dermatol Symp Proc 15: 12–15 10.1038/jidsymp.2011.422076322

[emmm202013560-bib-0065] Yamasaki K , Kanada K , Macleod DT , Borkowski AW , Morizane S , Nakatsuji T , Cogen AL , Gallo RL (2011) TLR2 expression is increased in rosacea and stimulates enhanced serine protease production by keratinocytes. J Invest Dermatol 131: 688–697 2110735110.1038/jid.2010.351PMC3085277

[emmm202013560-bib-0066] Zhao M , Tan Y , Peng Q , Huang C , Guo Y , Liang G , Zhu B , Huang Y , Liu A , Wang Z *et al* (2018) IL‐6/STAT3 pathway induced deficiency of RFX1 contributes to Th17‐dependent autoimmune diseases via epigenetic regulation. Nat Commun 9: 583 2942253410.1038/s41467-018-02890-0PMC5805701

[emmm202013560-bib-0067] van Zuuren EJ (2017) Rosacea. N Engl J Med 377: 1754–1764 2909156510.1056/NEJMcp1506630

How the deposited data were processed for this re-analysis (not part of the article)

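Gene expression was measured by RNA sequencing of whole mouse skin in 12 libraries, 3 from each of 4 groups: control, control + RAPA, LL37 and LL37 + RAPA. The authors made raw read counts per gene with HTSeq 0.6.0 and deposited the counts for each library without normalization, and replicates were not pooled. The FPKM values and comparisons that the authors made from such counts, with their version of DESeq, are not part of the deposited table. All 12 columns of the table were mapped to a group and a replicate number by their labels. Paper experiments other than this one were not analysed here.

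Depth ranged from 15734559 to 23271784 counts per library. A floor of 3 counts corresponds to between 0.129 and 0.191 CPM, and a group whose libraries all held 3 counts or fewer was treated as at the floor. Fold changes against such a group are given as lower bounds, with the floor in its place.

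Counts were analysed in R 4.3.3. All 12 libraries were fitted together with edgeR 4.0.16 (TMM normalization, filterByExpr by group, quasi-likelihood F-test), which left 17993 tested genes. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. The paper writes these limits for P and the fold change, and its methods name Benjamini-Hochberg adjustment after describing GSEA, without saying whether the P for DEGs was adjusted. The comparisons were LL37 vs control, LL37 vs LL37 + RAPA, LL37 + RAPA vs control, control + RAPA vs control and the interaction of LL37 and RAPA. Shared DEGs are the intersection of the first and second comparisons. CPM values are normalized by TMM, with means and SDs over 3 libraries, and log2 CPM for the principal components used a prior count of 2.

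KEGG sets were not used here. In their place, 15 gene lists were written by hand before the counts were examined, and they are not KEGG sets. They cover the NF-κB pathway, chemokines and receptors, skeletal muscle, adipocytes, neutrophils, macrophages, T cells, mast cells, activated and differentiated epidermis, hair follicle, DNA replication, interferon response, targets of mTORC1 and ATF4, and hypoxia response. The hypoxia list was written after the opening of Table EV4 had been read, and the test of the muscle share was set after that of Table EV3 had been. Lists were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with a smallest set of 5 genes, a smallest p of 1e-10 and Benjamini-Hochberg adjustment over the 15 lists in both comparisons that the paper reports, and over the 15 lists in the other 3 comparisons. The share of counts on the muscle list was compared by a two-sided exact permutation test, whose smallest p with 3 against 3 is 0.1.

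The genes named in the text were set by a rule before the counts were examined. They are 16 genes taken from the paper as named for mouse skin, the first 5 genes of Tables EV3 and EV4, the 3 genes with the smallest p in each direction of both comparisons among DEGs whose libraries do not overlap, and the 3 DEGs with the largest absolute log2 fold change in the NF-κB and chemokine lists in each comparison. Of the 16, Tlr2 was counted in error, since the paper names it for human skin and keratinocytes, and Nfkb2 stands for the second of 2 entries that both read Nfkb1. The rule gave 45 genes, of which 1 is not reported here. Genes of muscle precursors named in the closing section come from a list written before their test.

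The alternatives were other normalizations (DESeq2 size factors, library size only, the muscle list removed), other filters (1 count in total, 10 counts in every library), DESeq2 1.42.0 with and without shrunken fold changes, no limit on the fold change, unadjusted p-values, a fit of the compared groups only, the replicate number as a block, and each library left out in turn. For the lists they were also ranking by the F statistic, camera of limma 3.58.1 with a preset correlation of 0.01 or an estimated one, and Reactome sets shipped with fgsea. Replicate numbers come from the labels, and the paper does not describe pairs of mice. The calls were tested on simulated data with 200 genes changed in each of the tested contrasts. The changed genes lay above the median expression and changed in the LL37 libraries only, by more than the fold change limit. Genes were drawn independently, with the same dispersion in every group. The real data held many more DEGs and correlated genes, so the rates below may not carry over to them. edgeR recovered 196, 197 and 193 of them in LL37 vs control, LL37 vs LL37 + RAPA and the interaction, with 9, 6 and 6 false calls. DESeq2 recovered 196, 198 and 195, with 19, 17 and 25 false calls. In the comparisons left unchanged, edgeR made 0 false calls and DESeq2 made 4. The raised list was called in 2 of 2 tests and random lists in 0 of 28.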

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

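The tests by other splits of the libraries for the 6 gene lists below were chosen after their enrichment was seen. The other tests in this part were set before their results.

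The effect of RAPA differed between LL37-injected and control skin in 429 genes (edgeR's test of the interaction, Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 difference above 1). The log2 difference of skin without RAPA over skin with RAPA, in LL37 skin minus control skin, was higher in 117 and lower in 312. In the lower genes, RAPA raised expression more, or reduced it less, in LL37 skin than in control skin. The paper does not report this comparison. Thinning every library to 15734559 counts gave 475 such genes, and removing the skeletal muscle list gave 401, so neither depth nor muscle counts in the normalization accounts for the number. Across genes, the log2 difference had a Spearman correlation of -0.00622 with transcript length and -0.0715 with GC content. Of the 8 splits of the LL37-injected libraries that part the replicate numbers as the real one does, 2 gave as many genes, the real one and its mirror with the LL37 and LL37 + RAPA labels exchanged, which gave 1584. The other 6 gave 0, as did all 18 splits other than these 2 among the 20 possible ones. The mirror keeps the real groups and is not another grouping. With 8 splits a share under 0.05 is out of reach whatever they give, so the pattern cannot be told apart from a random grouping by this count, which is no evidence for one either. The number also depended on single libraries, with 2 genes without LL37+RAPA replicate 1 and 1760 without LL37 replicate 3. Muscle genes made up part of it: 18 of 56 tested muscle genes and 13 of 27 tested adipocyte genes were among the lower genes. An effect of RAPA that depends on LL37 is therefore a hypothesis that these libraries leave open.

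Of the gene lists that the paper does not discuss, 6 were enriched in LL37 skin against control skin (fgsea permutation, adjusted over the 15 lists in both comparisons of the paper). The neutrophil list had an NES of 2.643, with 23 of 23 genes higher and 22 DEGs. The macrophage list had an NES of 2.165, with 18 of 19 genes higher and 11 DEGs. The activated epidermis list had an NES of 2.594, with 31 of 31 genes higher and 22 DEGs. The DNA replication list had an NES of 2.044, with 33 of 35 genes higher and 9 DEGs. The interferon list had an NES of 2.56, with 30 of 30 genes higher and 25 DEGs. The hypoxia list had an NES of 2.163, with 22 of 25 genes higher and 13 DEGs, and it was written after the opening of Table EV4 had been read. Against LL37 + RAPA the NES were 2.55, 2.18, 2.75, 1.90, 2.84 and 2.30, in the same order. In LL37 + RAPA vs control they were 2.35, 1.52, 1.30, 1.79, -2.03 and -0.78.

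Of the 4 splits of the LL37 and control libraries that part the replicate numbers, 1 gave an NES as large for the neutrophil, activated epidermis, DNA replication and hypoxia lists, 2 for the macrophage list and 3 for the interferon list. Over all 10 splits the numbers were 2, 2, 4, 1, 4 and 5, in the same order. Preranked enrichment permutes genes, so lists whose genes move together score high in other splits too. With the correlation between genes estimated from the data, the adjusted p from limma's camera lay between 0.212 and 0.288 for these 6 lists, where the preranked test gave between 2.73e-10 and 0.000242. None of the 15 lists passed that camera test, the skeletal muscle list (0.212) included, so it does not single out these lists. Each of the other 9 splits still sets 2 LL37 libraries against 1, and the NES does not measure the size of the changes. With 3 against 3 libraries the share cannot fall under 1 of 10, so whatever it is, the enrichments cannot be told apart from a random grouping by this count, which is no evidence against them either. The other 9 splits gave 0 DEGs. Leaving out each library in turn kept the NES above 0, from 2.50 to 2.70 for neutrophils, 1.98 to 2.21 for macrophages, 2.44 to 2.66 for activated epidermis, 1.84 to 2.15 for DNA replication, 2.39 to 2.67 for interferon response and 2.03 to 2.18 for hypoxia. The neutrophil, macrophage and epidermis lists may reflect more of these cells in the skin or higher expression per cell, and counts from whole skin do not separate these.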

How the results depend on the processing

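The alternatives were set before the data were examined, apart from the fits of DESeq2 on the compared groups only and the alternatives for the 13 lists other than NF-κB and chemokines, which were chosen after seeing the data. For every change below, the cause was not tested.

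The DEG counts of LL37 vs control (3516) and LL37 vs LL37 + RAPA (1823) stayed within 1.5 times under other normalizations, filters, DESeq2, unadjusted p-values, the replicate block and the fit of the compared groups only. Without the limit on the fold change, 7668 and 4359 genes passed, with 3597 shared and 2527 in LL37 + RAPA vs control. DESeq2 on the compared groups only gave 6430, 3826 and 2987 shared without that limit, and 3509, 1746 and 1382 with it. The shared count (1477) was 956 with at least 10 counts in every library and 928 with only the compared groups in the fit. LL37 + RAPA vs control (1168) gave 743 with at least 10 counts in every library. With library size only, its median log2 fold change shifted by 0.127 and 559 of its 1253 DEGs were higher (386 of 1168 with TMM). The same setting shifted that of LL37 vs control by 0.087, and 50.4% of its DEGs were higher (44.7% with TMM). Control + RAPA vs control (0, with 1556 genes at an unadjusted p under 0.05) gave 8 without a filter, 51 with DESeq2, 48 with shrunken fold changes and 332 with unadjusted p-values and the fold change limit. The interaction (429) gave 822 without a filter, 1012 with DESeq2, 1699 with unadjusted p-values and 199 with the replicate block. Shrunken fold changes and a fit of the compared groups were not run for the interaction.

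Across the fits that each left out one library, LL37 vs control had from 3006 to 4287 DEGs, LL37 vs LL37 + RAPA from 1104 to 2727, the shared count ran from 865 to 2321, LL37 + RAPA vs control from 793 to 1158, control + RAPA vs control from 0 to 7 and the interaction from 2 to 1760. The NES of the NF-κB list ran from 2.26 to 2.47 and from 2.06 to 2.36 in the comparisons of the paper, and that of the chemokine list from 2.46 to 2.62 and from 2.22 to 2.45. The log2 ratio of the muscle share, -6.42, ran from -7.72 to -6.00, and was -6.07 without its top 3 genes (Acta1, Myh1 and Atp2a1) and -5.55 as a geometric mean.

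Replicate numbers are shared between groups. Deviations from the group mean correlated by 0.0244 between libraries of the same number and by -0.0121 between other libraries, both close to 0. With the replicate block, the counts were 3480, 1703, 1384 shared, 1081 and 0, and the NES were 2.32, 2.23, 2.58 and 2.41.

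The NF-κB and chemokine lists kept their direction in every setting. They did not pass the threshold with camera and an estimated correlation between genes, with adjusted p-values of 0.212 and 0.212 for NF-κB and 0.212 and 0.300 for chemokines. None of the 15 lists passed that test in either comparison (smallest adjusted p 0.134, for the T cell list against LL37 + RAPA; 4 of the 30 values had an unadjusted p under 0.05), not even the skeletal muscle list with 54 of 56 genes lower DEGs against control. It therefore says little about any single list. The NF-κB list did not pass with the Reactome set in its place (NES 1.25 and 1.46). Over the alternatives, adjusted p-values ran from 2.73e-10 to 0.218 and from 5.25e-10 to 0.212 for NF-κB, and from 2.73e-10 to 0.212 and from 3.74e-10 to 0.300 for chemokines. The other 13 lists gave 373 values without estimated correlation, of which 357 kept their direction and side of the threshold, 5 were weaker, 2 stronger and 9 reversed, and with it 26 values, of which 20 were weaker. The hair follicle list reversed against LL37 + RAPA from an NES of -0.788 to 0.770 without a filter, and ran from -0.858 to 1.23 across the fits that each left out one library, with 5 of them above 0. Against control it reversed from 1.13 to -0.945 with at least 10 counts in every library and -0.670 with the compared groups only. The differentiated epidermis list against control (1.14) ran from -0.492 to 1.68 across the fits that each left out one library.

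The 45 named genes gave 1310 values under the alternatives, of which 1228 kept their direction and side of the threshold, 52 were weaker, 17 stronger and 13 reversed. The weaker values included 36 and the stronger 11 from fits that left out a library. The log2 fold change of Mmp9 against LL37 + RAPA (0.0057) gave -0.036 with library size only, -0.018 without a filter, -0.0097 with at least 10 counts in every library, -0.0054 with the compared groups only, -0.036 with the replicate block and -0.000699 with DESeq2 on the compared groups only. Across the fits that each left out one library it ran from -0.79 to 0.43. In those fits the log2 fold change of Cxcl11 against control ran from -0.34 to 3.39, that of Camp against control from -0.38 to 1.00 and that of Ccl2 against LL37 + RAPA from -0.24 to 0.52.

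The depth limits the lowest genes. Cxcr1, Tnfsf11 and Sprr2a2 were at the floor in control skin, and Camp averaged under 1 CPM in every group.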

Differences from the paper's values

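The paper reports 6384 DEGs in LL37 vs control, against 3516 here. It reports 3818 in LL37 vs LL37 + RAPA, against 1823 here, and 2965 shared DEGs, against 1477 here. Of the alternatives set before the data were examined, the one without a limit on the fold change (7668, 4359 and 3597) and the one without LL37 replicate 3 (4287, 2727 and 2321) came within 1.5 times of the 3 paper values. None of the other alternatives set before the data were examined did so. DESeq2 on the compared groups only and without a limit on the fold change, an alternative chosen after seeing the values, gave 6430, 3826 and 2987. The paper states a limit of 1 on the absolute log2 fold change, and 296 of the 1998 genes of Table EV3 at hand and 782 of the 1998 genes of Table EV4 at hand have a value of 1 or less in the paper's own column. Of the genes of Tables EV3 and EV4 at hand, 1702 and 1183 were DEGs here.

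The paper states in its results that rapamycin also lowered Cxcl11, Cxcl12, Ccl2 and Ccl3 in LL37-injected skin (Appendix Fig S7A, a measurement not analysed here). In the sequenced mice, Cxcl12 had a log2 fold change of -0.20 in LL37 vs LL37 + RAPA (adjusted p = 0.54, edgeR), opposite to that direction, and Ccl2 one of 0.15 (adjusted p = 0.836, edgeR), which is not past the threshold. The paper describes the NF-κB pathway as the leading KEGG term in LL37-injected skin. Its Table EV5 lists the pathway at rank 1 and its Table EV6 at rank 4. Among the 15 hand-written lists used here, which are not KEGG terms, the NF-κB list ranked 5 in LL37 vs control and 6 in LL37 vs LL37 + RAPA.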

Other observations

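Of the tests in this part, those of a shallower biopsy, of control skin mixed into LL37 replicate 3 and of the interferon genes in control + RAPA mice were chosen after the pattern was seen.

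Over the 4 splits of the libraries that part the replicate numbers, 1 gave as many DEGs in LL37 vs control, 1 in LL37 vs LL37 + RAPA and 1 in LL37 + RAPA vs control, the real one each time. In LL37 vs control and LL37 vs LL37 + RAPA, the other 9 of the 10 possible splits gave 0 DEGs. In control + RAPA vs control the real count is 0 (1556 genes had an unadjusted p-value under 0.05), which any split reaches, so that all 4 do so carries no information. For the NF-κB list, 2 of the 4 splits gave an NES as large in both comparisons of the paper (4 of 10 over all splits), and for the chemokine list 1 of the 4 did in both (1 and 2 of 10). None of these designs can give a share under 0.05.

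For the shared DEGs, 2 of 100 splits drawn from the LL37, control and LL37 + RAPA libraries gave as many as the real one, itself included. The 3 other splits among them that kept the LL37 libraries together gave between 1420 and 1485 shared DEGs. The other 96 gave at most 933, and 93 gave 0. Since both comparisons use the LL37 libraries, a high LL37 library could alone produce shared DEGs. DEGs between LL37 and control + RAPA skin were therefore chosen without 1 LL37 library, which was then compared with the LL37 + RAPA libraries. The share kept is a library's log2 distance from the control mean over the log2 fold change of that choice, as a median over genes. It is not a share of the LL37 vs control change. The held-out LL37 libraries kept 96.1, 92.0 and 52.3%, the last being replicate 3, and the LL37 + RAPA libraries at most 44.6%. For each held-out library, its share was above those of the 3 LL37 + RAPA libraries on the same genes. The loss of LL37 change with RAPA is thus larger than that from sharing libraries, as far as 3 libraries per group show.

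Some of the DEGs lower in LL37 skin followed the muscle content of the libraries without LL37. Of 1892 such DEGs outside the muscle list, 84 (4.44%) had a Pearson's r above 0.9 with the muscle share over the 6 libraries without LL37, against 0.318% of the other tested genes, a ratio of 13.97 (correlations across libraries, genes are not independent). Differing amounts of muscle may therefore account for a part of the lower DEGs. The muscle share ranged only from 5.36 to 8.88% over these 6 libraries, so genes expressed in muscle can miss this limit. How large that part is cannot be read from the test. Removing the muscle list moved the median log2 fold change of the other genes in LL37 vs control by -0.012, too little to distort the normalization.

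The lower muscle share in LL37 skin was weighed against the depth of the biopsies and against injury. In LL37 skin, adipocyte genes, from the layer above the muscle, were lower as well (median log2 fold change -1.70, 19 of 27 genes DEGs), as biopsies that reached less deep would give. In LL37 + RAPA skin muscle genes were lower, but adipocyte genes were not (median 0.26 against control, 20 of 27 higher). Biopsies cut between the 2 layers would give this as well. The adipocyte list also had a positive median in control + RAPA vs control (0.22, 0 DEGs), which could hide a loss. The adipocyte genes therefore do not decide on less deep biopsies of LL37 + RAPA skin. Genes of muscle precursors and regeneration had a median log2 fold change of -1.35 in LL37 vs control over 6 genes. Myog (-2.16, adjusted p = 0.0333, edgeR), Myh8 (-4.47, adjusted p = 0.00183, edgeR) and Pax7 (-1.73, adjusted p = 0.0168, edgeR) were lower, and Myod1 (-0.97), Myf5 (-0.86) and Myh3 (-0.00397) did not pass the threshold. In LL37 + RAPA vs control, where the muscle list had a median log2 fold change of -3.19, no precursor gene passed the threshold. Myog (0.029), Myod1 (-0.010), Pax7 (-0.32) and Myf5 (-0.24) changed little there, while Myh8 (-1.80) and Myh3 (-2.03) were lower. These values concern skin given RAPA and do not decide the question for LL37 skin. Loss of muscle fibres in LL37 skin, by injury without regeneration at this time, and less deep biopsies of LL37 skin cannot be told apart from each other.

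The number of DEGs in LL37 + RAPA vs control was 1130 with every library thinned to the smallest total, and 1131 with the muscle list removed, against 1168. Across genes, its log2 fold change had a Spearman correlation of 0.0522 with transcript length and -0.0244 with GC content. Depth and muscle counts in the normalization thus leave the count largely in place, while for gene length and GC content only these correlations were computed.

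LL37 replicate 3 had the lowest neutrophil-list counts of the LL37 libraries, though not the lowest mean log2 CPM of the interferon list (5.36, against 4.96 in replicate 2). Its neutrophil-list counts were 921 CPM against 4569 and 4967 CPM in replicates 1 and 2, with 127, 92.1 and 332 CPM in control skin and 301, 828 and 771 CPM in LL37 + RAPA skin. If control skin had been mixed into it, its muscle and neutrophil-list counts would give the same share of control skin. They gave 2.10 and 83.9%, a difference of 81.8 percentage points, so a mixture does not account for it, and a weaker neutrophil response in this mouse may remain as an explanation.

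Interferon response genes were lower in control mice given RAPA than in control mice. The list had an NES of -2.46 in control + RAPA vs control, with 0 of 30 genes higher, 0 with an adjusted p-value under 0.05 over all tested genes and 25 over the list alone. Without control replicate 3, the control library with the highest interferon-list score, its median log2 fold change was -1.15, with 29 of 30 genes lower and 0 past the adjustment over the list. Of the 4 splits that part the replicate numbers, 1 gave an NES as large, and 1 of all 10, the real one each time. These are the smallest shares this design can give, so by the count of splits the pattern cannot be told apart from a random grouping, nor is it shown to be one. A lower interferon response with RAPA in vehicle-injected skin may be a hypothesis for further mice. It was not specific to interferon genes in the preranked test. The chemokine (-2.07), activated epidermis (-2.07), macrophage (-1.99), neutrophil (-1.86) and T cell (-1.73) lists also had a negative NES past the threshold. The adipocyte (1.78) and differentiated epidermis (1.72) lists had a positive one.

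Other genes that the paper names were measured in these libraries. Il6 had log2 fold changes of 6.62 (adjusted p = 0.000698, edgeR) in LL37 vs control and 3.38 (adjusted p = 0.0151, edgeR) in LL37 vs LL37 + RAPA, where its libraries overlapped and it passed the threshold in 10 of 14 alternative analyses. Tlr2, which the paper names for human skin and keratinocytes, had 2.92 (adjusted p = 0.000989, edgeR) and 2.195 (adjusted p = 0.0101, edgeR). Vegfa had 0.92 (adjusted p = 0.00364, edgeR) and 1.52 (adjusted p = 0.00152, edgeR). Mmp9 had 2.79 (adjusted p = 0.00176, edgeR) and 0.01 (adjusted p = 0.996, edgeR). Camp had 0.35 (adjusted p = 0.81, edgeR) and 1.78 (adjusted p = 0.287, edgeR). Of the 16 genes taken from the paper, 8 were DEGs in LL37 vs control and 8 in LL37 vs LL37 + RAPA. Beside these genes, the mTORC1 and ATF4 target list had an NES of 1.52 (adjusted p = 0.0432, fgsea permutation) and 1.96 (adjusted p = 0.000284, fgsea permutation). In LL37 vs control it fell short of the threshold in 4 of 13 alternatives without estimated correlation. The T cell list had an NES of 1.28 (adjusted p = 0.207, fgsea permutation) and 1.90 (adjusted p = 0.00194, fgsea permutation). The muscle list had -2.75 and -2.93, and the adipocyte list -2.07 and -2.41.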
